# Expression of expanded GGC repeats within *NOTCH2NLC* causes cardiac dysfunction in mouse models

**DOI:** 10.1186/s13578-023-01111-6

**Published:** 2023-08-29

**Authors:** Yongcheng Pan, Ying Jiang, Juan Wan, Zhengmao Hu, Hong Jiang, Lu Shen, Beisha Tang, Yun Tian, Qiong Liu

**Keywords:** *NOTCH2NLC* gene, GGC repeat expansion, NOTCH2NLC-polyG inclusions, Cardiomyocyte, Cardiac dysfunction, Mitochondria

## Abstract

**Background:**

Neuronal intranuclear inclusion disease (NIID) is a rare neurodegenerative disorder characterized by widespread intranuclear inclusions in the nervous system as well as multiple visceral organs. In 2019, expanded GGC repeats within the 5′ untranslated region of the *NOTCH2NLC* gene was identified as the causative factor. NIID is a heterogeneous disorder with variable clinical manifestations including cognitive impairment, cerebellar ataxia, parkinsonism, paroxysmal symptoms, autonomic dysfunction, and muscle weakness. Although NIID primarily affects the central and peripheral nervous systems, growing evidence suggests potential cardiac abnormalities in NIID. However, the link between expanded GGC repeats within *NOTCH2NLC* and cardiac dysfunction remains uncertain.

**Results:**

In this study, we utilized two transgenic mouse models, expressing *NOTCH2NLC-(GGC)*_*98*_ ubiquitously or specifically in cardiomyocytes, and identified p62 (also known as sequestosome 1, SQSTM1)-positive intranuclear NOTCH2NLC-polyG inclusions in cardiomyocytes in two mouse models. We observed that both models exhibited cardiac-related pathological and echocardiographic changes, albeit exhibiting varying degrees of severity. Transcriptomic analysis revealed shared downregulation of genes related to ion channels and mitochondria in both models, with the cardiomyocyte-specific mice showing a more pronounced downregulation of mitochondria and energy metabolism-related pathways. Further investigations revealed decreased expression of mitochondria-related genes and electron transport chain activity. At last, we conducted a retrospective review of cardiac-related examination results from NIID patients at our hospital and also identified some cardiac abnormalities in NIID patients.

**Conclusions:**

Our study provided the first in vivo evidence linking GGC repeat expansions within *NOTCH2NLC* to cardiac abnormalities and highlighted the contribution of mitochondrial dysfunction in the development of cardiac abnormalities.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-023-01111-6.

## Background

Neuronal intranuclear inclusion disease (NIID) is a rare neurodegenerative disorder characterized by widespread intranuclear inclusions in the nervous system as well as multiple visceral organs [1, 2]. The intranuclear inclusions are positive for p62, ubiquitin and ubiquitin-related protein [2–4]. In 2019, several studies independently identified expanded GGC repeats within the 5′ untranslated region (UTR) of the *NOTCH2NLC* gene as the causative factor associated with NIID [3–6]. Subsequent research had shown these expanded GGC repeats could encode toxic repeat proteins, such as NOTCH2NLC-polyglycine (polyG for short), disrupting normal cellular functions and causing toxicity in cellular and animal models, leading to NIID-like pathological manifestations and behavioral features [7–12].

NIID is a heterogeneous disorder with variable clinical manifestations including cognitive impairment, cerebellar ataxia, parkinsonism, paroxysmal symptoms, autonomic dysfunction, and muscle weakness [13–21]. Although NIID primarily affects the central and peripheral nervous systems, growing evidence suggests potential non-nervous system involvement, including the circulatory, respiratory, urinary, and digestive systems [22–24]. Of particular interest is the potential impact on the circulatory system in NIID.

Several reports have indicated the potential occurrence of various cardiac abnormalities in NIID patients, including cardiac insufficiency, valvular regurgitation, postural hypotension, and paroxysmal chest distress [22, 25]. The presence of cardiac abnormalities in NIID patients had been documented as early as 1991 [25]. Postmortem examinations of a NIID patient who died at the age of nine revealed intranuclear inclusions in cardiac myocytes. This patient also showed dilated heart, diffused fibrosis, and hypertrophy of myocytes, supporting the notion of cardiomyopathy associated with NIID [25]. In addition, recent studies have also reported cardiomyopathy in patients with oculopharyngodistal myopathy type 3 (OPDM 3) [26], another repeat expansion disorder involving GGC repeat expansions within *NOTCH2NLC* [18, 27]. These observations suggest the potential involvement of cardiac abnormalities within *NOTCH2NLC*-related repeat expansion disorders [23, 24]. However, a direct link between the cardiac abnormalities and the expanded GGC repeats within the 5′ UTR of the *NOTCH2NLC* gene is yet to be established.

In this study, we utilized two transgenic mouse models, expressing *NOTCH2NLC* with 98 GGC repeats, ubiquitously from the embryonic stage (EIIa;NOTCH2NLC-(GGC)_98_, EIIa-tg for short) or specifically in cardiomyocytes in adulthood (Myh6;NOTCH2NLC-(GGC)_98_, Myh6-tg for short) respectively, to investigate their impact on cardiomyocyte pathology and cardiac function. Both mouse models exhibited p62-positive intranuclear aggregates of PolyG in cardiomyocytes. EIIa-tg mice displayed pathological changes but retained preserved left ventricular systolic function. In contrast, Myh6-tg mice showed contractile dysfunction and chamber dilation. Transcriptomic sequencing of the hearts from both transgenic mouse models and age-matched control mice revealed the potential contribution of mitochondrial dysfunction and dysregulation of the metabolic pathway to cardiac functional abnormalities. Our retrospective analysis also identified cardiac abnormalities in NIID patients. This study provides the first evidence in the mouse model linking expanded GGC repeats within *NOTCH2NLC* to cardiac dysregulation.

## Results

### Expression of NOTCH2NLC-(GGC)_98_ produces polyG inclusions in the cardiomyocytes of EIIa-tg mice

Several reports have shown the presence of intranuclear inclusions within the cardiomyocytes of NIID patients [25] and cardiac issues have been reported in patients with expanded GGC repeats within *NOTCH2NLC* [22, 25, 26]. In our previous study, we established a conditional transgenic mouse model, in which the loxP-stop-loxP-*NOTCH2NLC-(GGC)*_*9*8_ was inserted into the Rosa26 site (Fig. 1A) [11]. The conditional transgenic mice were then crossed with EIIa-Cre mice to express *NOTCH2NLC-(GGC)*_*9*8_ ubiquitously (EIIa-tg) [11]. Intriguingly, the EIIa-tg mice exhibited increased chest movements and rapid breathing in the later stages of disease progression (Additional file 1: Video S1), possibly indicating cardiopulmonary dysfunction. This led us to hypothesize that expanded GGC repeats within *NOTCH2NLC* may lead to intranuclear inclusions and cause damage to cardiomyocytes in the EIIa-tg mouse model.

**Fig. 1:**
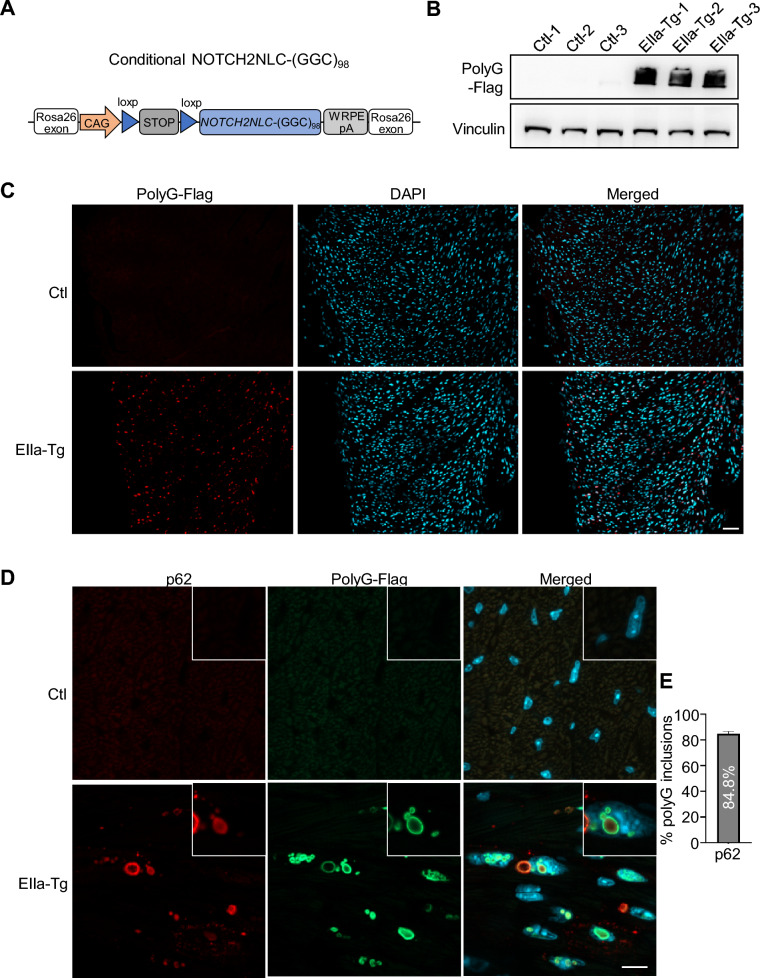
Expression of *NOTCH2NLC-(GGC)*_*98*_ produces polyG inclusions in the cardiomyocytes of EIIa-tg mice. **A** Schematic diagram of *NOTCH2NLC-(GGC)*_*98*_ construct. The conditional transgenic mice were obtained by inserting the loxP-stop-loxP-*NOTCH2NLC-(GGC)*_*9*8_ into the Rosa26 site. **B** Immunoblotting with an anti-Flag antibody in the hearts of control and EIIa-tg mice at P30. Vinculin was used as a loading control. **C** Immunofluorescent staining against Flag in the hearts of control and EIIa-tg mice at P30. Red, flag (polyG); cyan, DAPI. Scale bar, 50 μm. **D** Co-immunofluorescent staining against Flag and p62 in the hearts of control and EIIa-tg mice at P30. Red, p62; Green, flag (polyG); cyan, DAPI. Scale bar, 10 μm. **E** Colocalization of p62 with polyG inclusions in the heart of EIIa-tg mice. N = 3 mice per group, three images per mouse were used to count

To test this hypothesis, we first assessed the expression of mutant polyG in the hearts of EIIa-tg mice. Western blot using an anti-flag antibody (the flag-tag was fused to PolyG), whose efficiency and specificity had been previously demonstrated [11], revealed the presence of aggregated mutant polyG remained in the stacking gel in EIIa-tg mice at postnatal days 30 (P30), but not in control mice (conditional NOTCH2NLC-(GGC)_98_ mice without EIIa-cre expression, Fig. 1B). The soluble mutant polyG proteins could not be detected and the data were not shown here. Additionally, we performed immunofluorescent staining to confirm the expression of mutant polyG in the heart. Positive staining was observed to be widely distributed in cardiomyocytes (Fig. 1C). At higher magnification, micrographs showed that mutant polyG formed large intranuclear and perinuclear inclusions (Fig. 1D) as seen in the nervous system [11]. Consistently, co-staining with anti-p62 revealed that most of the polyG inclusions (Fig. 1E, about 84.8%) were p62 positive, reminiscent of what has been observed in NIID patients [2, 4].

### Impaired ventricular structure and preserved LV systolic function in the EIIa-tg mice

In our previous report, we demonstrated that the expression of *NOTCH2NLC-(GGC)*_*98*_ could lead to gastrocnemius muscle degeneration and impaired muscle function in the EIIa-tg mice [11]. Given these findings, we aimed to investigate whether the presence of mutant polyG proteins would also influence cardiac function. Histological analysis of EIIa-tg mice revealed mild infiltrating cells in the transgenic heart sections (Fig. 2A, B). Then we performed Masson staining and found an increased positive area of cardiac interstitial fibrosis (Fig. 2C, D). To evaluate cardiac function longitudinally, we conducted echocardiography. Left ventricular (LV) internal dimension at end-diastole and end-systole (LVID; d and LVID; s) were substantially decreased in EIIa-tg mice compared to control mice (Fig. 2E, F). Although these transgenic mice displayed decreased LV volume at end-diastole and end-systole (LVV; d and LVV; s), the LV ejection fraction (EF) and LV fractional shortening (FS) were significantly increased (Fig. 2G, H), indicating ventricular systolic compensation. In addition, LV posterior wall thickness at end-diastole (LVPW; D) was decreased, while LV posterior wall thickness at end-systole (LVPW; S) was comparable to that of control mice (Fig. 2I). Taken together, these results indicated that mutant polyG proteins caused pathologic cardiac remodeling in the EIIa-tg mice.

**Fig. 2:**
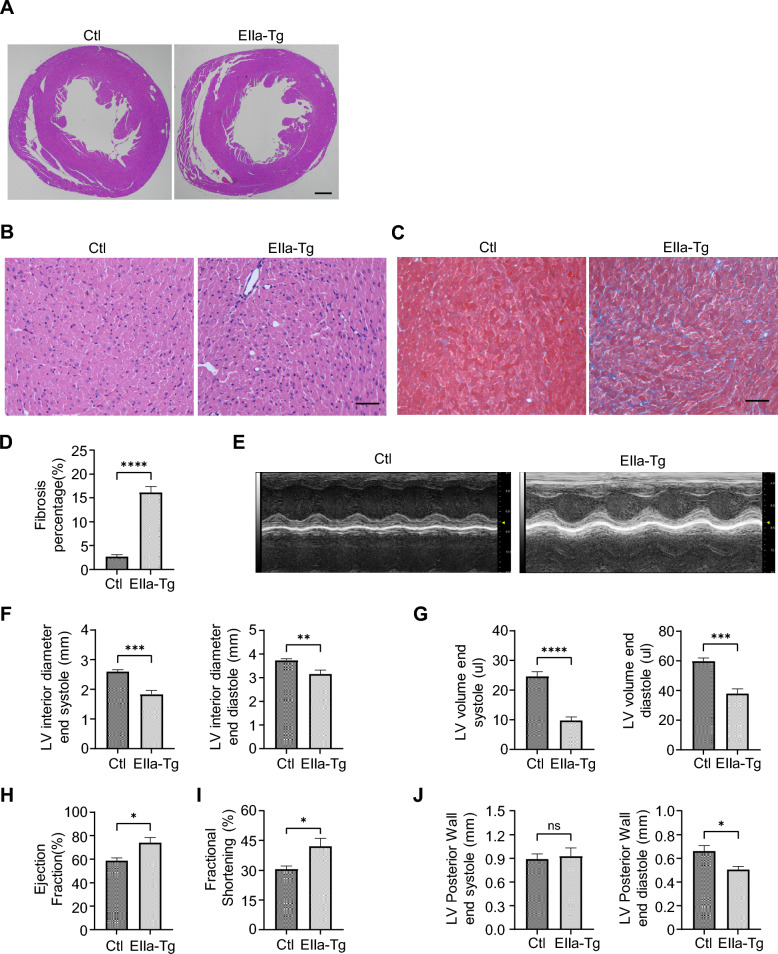
PolyG proteins impair ventricular structure in the EIIa-tg mice. **A** Representative 2-chamber cross-section, Hematoxylin-eosin stained at P30. Scale bar, 500 μm.** B** Hematoxylin–eosin staining showed mild infiltrating cells in the transgenic mice at P30. Scale bar, 40 μm. **C** Representative images from Masson-stained transgenic mice and control mice at P30. Scale bar, 40 μm. **D** Quantification of myocardial fibrotic area. **P < 0.01. **E** Representative M-mode echocardiography of the LV chamber. **F**–**J** Assessment of LVID at end systole and diastole (**F**), LVV at end systole and diastole (**G**), EF (%) (**H**), FS (%) (**I**), and LVPW thickness at end systole and diastole (**J**). n = 6 mice per group for all experiments. Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, Student’s t test. *LV* left ventricular, *LVID* left ventricular internal dimension, *LVV* left ventricular volume, *EF* ejection fraction, *FS* fractional shortening, *LVPW* left ventricular posterior wall

### Cardiomyocyte-specific expression of NOTCH2NLC-(GGC)_98_ produces polyG inclusions in the cardiomyocytes

To further validate the effects of *NOTCH2NLC-(GGC)*_*9*8_ expression on cardiomyocytes and cardiac function, we generated Myh6-tg mice by crossing conditional *NOTCH2NLC-(GGC)*_98_ mice with Myh6-creERT2 mice, which express a tamoxifen-inducible Cre recombinase under the promotor of alpha-myosin heavy chain promoter (αMHC or Myh6) in cardiomyocytes [28]. At postnatal day 60 (P60), Myh6-tg mice were injected with tamoxifen to induce selective expression of *NOTCH2NLC-(GGC)*_98_ in cardiomyocytes (Fig. 3A), while littermates were injected with corn oil as controls.

**Fig. 3:**
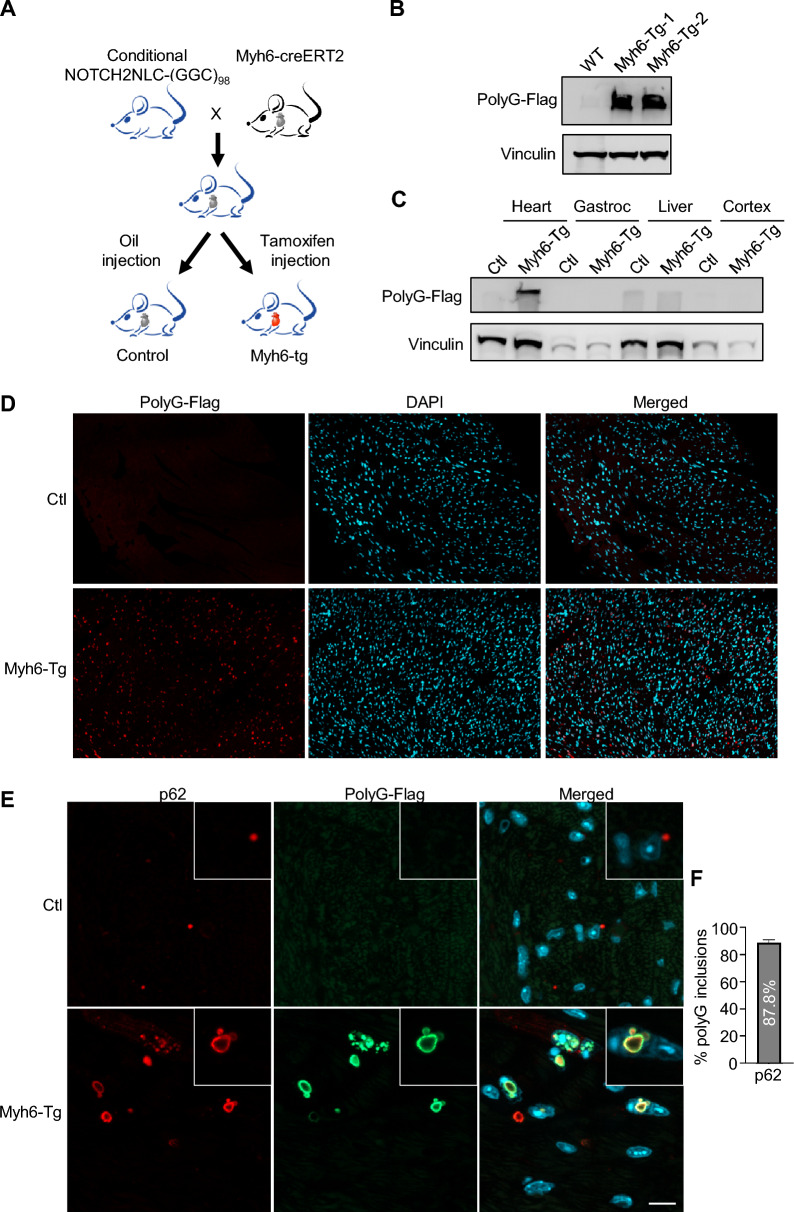
Generation of Myh6-tg mice that express mutant polyG in cardiomyocytes.** A** Schematic diagram of generation of the Myh6-tg mice**. B** Representative immunoblot for polyG in the heart of wild-type and Myh6-tg. Vinculin was used as a loading control. **C** Immunoblotting analysis of polyG in the oil or tamoxifen injected heart, gastrocnemius, liver, and cortex. Vinculin was used as a loading control.** D** Immunofluorescent staining against Flag in the hearts of control and Myh6-tg mice at P90. Red, flag (polyG); cyan, DAPI. Scale bar, 50 μm. **E** Co-immunofluorescent staining against Flag and p62 in the hearts of control and Myh6-tg mice at P90. Red, p62; Green, flag (polyG); cyan, DAPI. Scale bar, 10 μm. **F** Colocalization of p62 with polyG inclusions in the heart of Myh6-tg mice. N = 3 mice per group, three images per mouse were used to count

To verify the expression of mutant polyG, we performed western blot analysis using heart extracts from the Myh6-Tg and Control mice at P90 (30 days after injection). As expected, immunoblotting with an anti-Flag antibody showed the presence of aggregated mutant polyG proteins in the stacking gel of the Myh6-Tg mice, while no such signals were observed in the control mice (Fig. 3B). To assess the specificity of polyG expression driven by Myh6-cre, we examined the expression of polyG in other tissues, including gastrocnemius, liver, and cortex. The results showed that polyG was exclusively expressed in cardiomyocytes (Fig. 3C). Immunostaining further demonstrated the widespread distribution of polyG inclusions in the cardiomyocytes of the Myh6-ctg mice, whereas no positive signals were detected in the control mice (Fig. 3D). Furthermore, most of polyG inclusions (about 87.8%) were p62 positive (Fig. 3E, F), consistent with the observations in the EIIa-tg mice.

### Impaired ventricular structure and cardiac function in the Myh6-tg mice

The Myh6-tg mice showed no overt anomalies in appearance after tamoxifen injection. However, the mice died gradually after P120 (60 days after injection), regardless of gender (Fig. 4A). HE staining showed cardiac dilation and thinner interventricular septum and ventricular wall in the Myh6-tg mice at P90 compared to the control mice (Fig. 4B). Notably, the Myh6-tg mice displayed infiltrating inflammatory cells and vacuoles, indicating cardiomyocyte degeneration (Fig. 4C). Masson staining showed increased fibrosis and interstitial space in the heart, suggestive of ventricular structural remodeling (Fig. 4D, E).

**Fig. 4:**
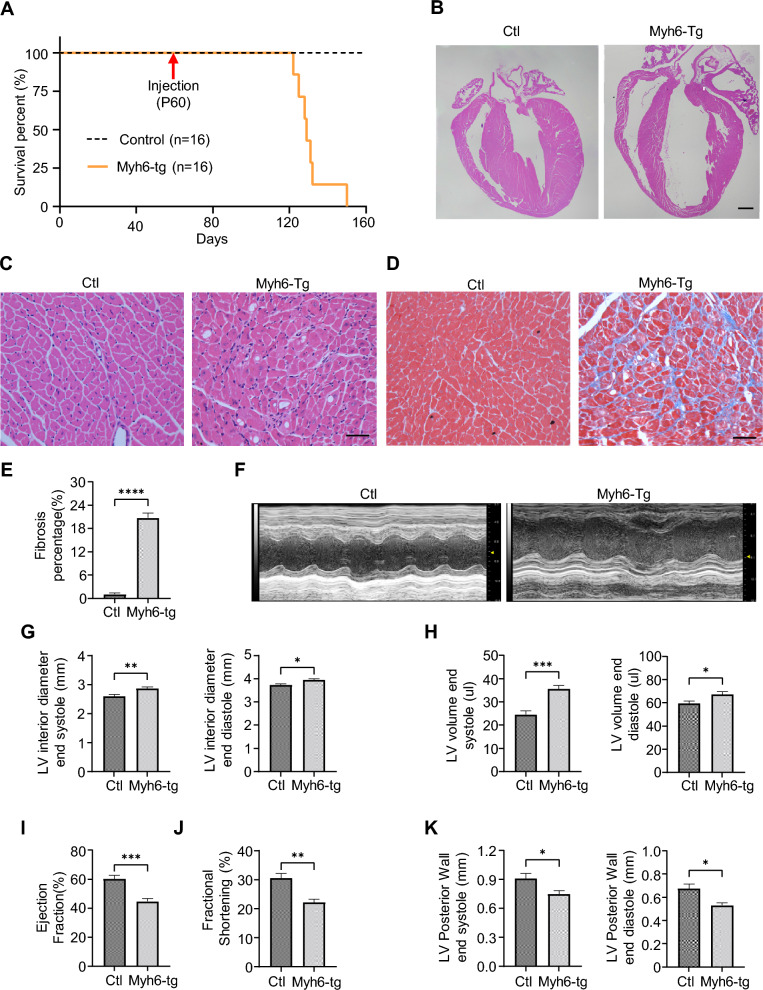
Mutant polyG proteins impair ventricular structure and function in the Myh6-tg mice_***.***_** A** Survival curve of Myh6-tg mice after tamoxifen or oil injection.** B** Representative 4-chamber cross-section, Hematoxylin-eosin stained at P90. Scale bar, 500 μm.** C** Hematoxylin-eosin staining showed infiltrating cells and vacuoles in the transgenic mice at P90. Scale bar, 40 μm. **D** Representative images from Masson-stained transgenic mice and control mice at P90. Scale bar, 40 μm. **E** Quantification of myocardial fibrotic area. **P < 0.01. **F** Representative M-mode echocardiography of the LV chamber. **G-K** Assessment of LVID at end systole and diastole (**G**), LVV at end systole and diastole (**H**), EF (%) (**I**), FS (%) (**J**) and LVPW thickness at end systole and diastole (**K**). N = 6 mice per group for all experiments. Data are presented as mean SEM. *P < 0.05, **P < 0.01, ***P < 0.001, using Student’s t test. *LV* left ventricular, *LVID* left ventricular internal dimension, *LVV* left ventricular volume, *EF* ejection fraction, *FS* fractional shortening, *LVPW* left ventricular posterior wall

Echocardiography was performed to assess heart function. At P90, the Myh6-tg mice showed significant LV chamber dilation, as evidenced by increased LVID; d and LVID; s, compared to the control mice (Fig. 4F, G). Additionally, LVV; d, and LVV; s were increased significantly (Fig. 4H). Consistent with the increased pathological LV remodeling, the cardiac contractile function was notably reduced, as indicated by decreased LVEF and LVFS in the Myh6-tg mice (Fig. 4I). Furthermore, LVPW; D and LVPW; S were decreased compared to the control mice (Fig. 4J). These findings collectively demonstrate significant cardiac contractile dysfunction and chamber dilation when mutant polyG was specifically expressed in cardiomyocytes in adult mice.

### Transcriptomic profiling reveals shared and distinct molecular profiles related to cardiac dysfunction in the EIIa-tg and Myh6-tg mice

To explore the underlying mechanisms leading to cardiac dysfunction upon the expression of *NOTCH2NLC-(GGC)*_*98*_ in cardiomyocytes, we performed RNA-seq analysis on heart tissues. Notably, we observed both shared and distinct pathological, structural, and functional changes between the EIIa-tg and Myh6-tg mouse models. 

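RNA from 12 hearts was sequenced, with 3 mice in each of 4 groups. EIIa-tg mice and their controls (EIIa-ctl) were 30 days old, and Myh6-tg mice and their controls (Myh6-ctl) were 90 days old. In both models Cre recombinase removes a stop sequence that precedes NOTCH2NLC with 98 GGC repeats at the Rosa26 site. EIIa-Cre acts in all tissues, and EIIa-ctl mice carried the conditional transgene without this Cre. By the paper's description, Cre in Myh6-tg mice is made under the Myh6 promoter and is activated by tamoxifen. It was induced from day 60 with 3 doses of 75 mg per kg. Myh6-ctl mice were littermates that received the oil alone. Tamoxifen, Cre activation and the transgene therefore cannot be told apart in the Myh6 comparison. The authors mapped the reads to GRCm38 and deposited, for each heart, the number of reads counted on each gene without normalization, together with FPKM values. The count table holds 22036 genes listed by Ensembl identifier and 3135 further loci that the authors named NewGene.

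Between 38343106 and 50969834 reads per heart were counted, with a median of 41167467 in EIIa-ctl, 40903210 in EIIa-tg, 50907555 in Myh6-ctl and 40575565 in Myh6-tg hearts. At these totals 3 counts, the smallest number taken as detected, correspond to between 0.0589 and 0.0782 CPM (counts scaled to the total of the heart), which covers counting error only. The 13 protein-coding genes of the mitochondrial genome took 35.1% ± 1.36 (SD, n = 3) of the counts in EIIa-ctl, 30.7% ± 1.99 in EIIa-tg, 35.9% ± 3.56 in Myh6-ctl and 17.3% ± 1.62 in Myh6-tg hearts. Each transgenic group was compared with its own controls by edgeR's quasi-likelihood test after TMM normalization. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change of at least 1 in either direction, which are the paper's thresholds.

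No batch is named for these hearts. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y together had between 4224 and 7307 counts in replicate 1 of each group and at most 2 counts in the other hearts, so that every group held the same mix. Esr1, the estrogen receptor gene whose ligand-binding part is used in tamoxifen-inducible Cre proteins, was examined as a check of the groups. It had 1410 ± 532 CPM (SD, n = 3) in Myh6-ctl and 1.92 ± 0.962 CPM in Myh6-tg hearts, against 0.689 ± 0.353 CPM in EIIa-ctl and 0.990 ± 0.335 CPM in EIIa-tg hearts. The Myh6-tg hearts, which the paper describes as carrying the inducible Cre, thus lay near the EIIa hearts, and the Myh6-ctl hearts did not. As far as Esr1 counts reflect the driver, this check did not show it in Myh6-tg hearts.

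**Figure D1:**
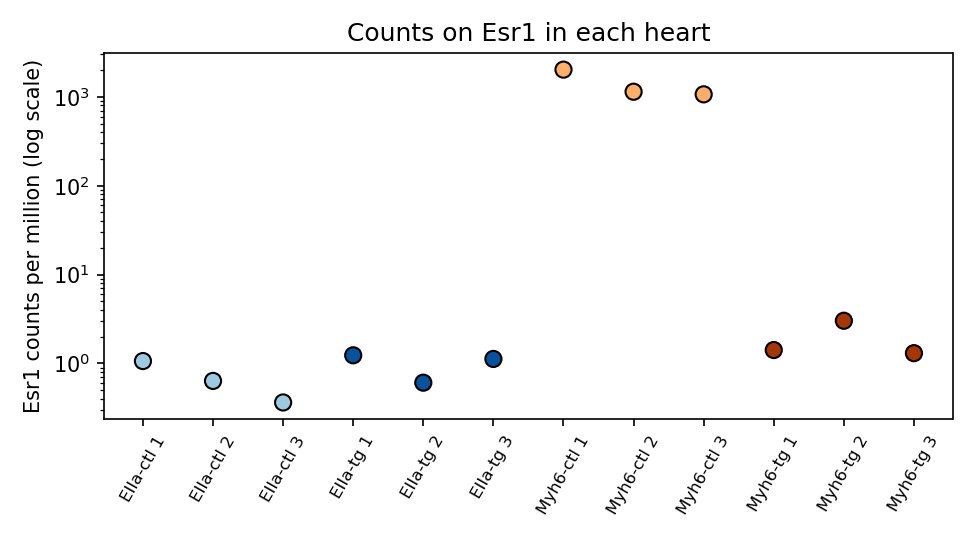
CPM of Esr1 in each of the 12 hearts on a log scale, without normalization beyond the total. The 3 Myh6-ctl hearts lie between 1067 and 2023 CPM, and the highest of the other 9 hearts lies at 3.03 CPM.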

To comprehensively investigate these differences, we conducted RNA-seq analysis on heart tissues obtained from EIIa-tg mice at P30 and Myh6-tg mice at P90 (30 days after the first tamoxifen injection), along with age-matched control mice.

The RNA-seq analysis revealed 409 significantly differentially expressed genes (DEGs) in the heart tissues of EIIa-tg mice and 1496 DEGs in the heart tissues of Myh6-tg mice when compared to their respective control groups (Additional file 2: Table S1). 

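In EIIa-tg hearts 14908 genes were tested after genes with low counts were left out by edgeR's filterByExpr. None of them passed both thresholds (0 DEGs), while 5204 genes had an unadjusted p under 0.05 and 2527 an adjusted p under 0.05. The smallest adjusted p was 0.0135, shared by several genes that included Sqstm1. With a heart left out, the number at an adjusted p under 0.05 ranged from 0 (without EIIa-ctl replicate 1 or EIIa-tg replicate 1) to 4079 (without EIIa-tg replicate 2). With the replicate number as a block it was 1. In Myh6-tg hearts 15298 genes were tested, 608 were DEGs, and 2805 had an adjusted p under 0.05.

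Deviations from the group mean were correlated between Myh6-ctl and Myh6-tg hearts with the same replicate number (mean correlation across genes 0.214). With the replicate number added as a block, 969 genes were DEGs in Myh6-tg hearts, 547 of them among the 608. Leaving out EIIa-tg replicate 2 moved the EIIa-tg number most, to 921. DESeq2, the tool that the paper names, gave the largest Myh6-tg number, 2135, and leaving out Myh6-ctl replicate 1 gave the smallest, 26. With DESeq2 the EIIa-tg number was 828.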

The significant increase in DEGs in Myh6-tg mice, over three-fold compared to EIIa-tg mice, indicated that Myh6-tg mice may experience more profound molecular alterations (Fig. 5A). 

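Because edgeR called 0 DEGs in EIIa-tg hearts, where 5204 genes had an unadjusted p under 0.05, no ratio of the numbers of DEGs could be formed. The ratio of Myh6-tg to EIIa-tg DEGs was 2.58 with DESeq2. The difference between the models was tested gene by gene as the change in Myh6-tg hearts minus the change in EIIa-tg hearts, over all 12 hearts and 15929 genes. By the thresholds used for DEGs, 99 genes differed, 45 with a higher and 54 with a lower log2 fold change in Myh6-tg than in EIIa-tg hearts. At an unadjusted p under 0.05 there were 3092 such genes. Across settings the 99 ranged from 11, without EIIa-ctl replicate 1, to 613 with DESeq2.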

The heatmap analysis further confirmed that the molecular profile of Myh6-tg mice is significantly distinct from the other groups (Fig. 5B). 

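Distances between hearts were computed on log2 CPM over all 15929 genes, so that no gene was chosen for differing between groups. The mean Euclidean distance of Myh6-tg hearts was 191 from EIIa-ctl, 171 from Myh6-ctl and 149 from EIIa-tg hearts. Hearts within the Myh6-tg group were 123 apart, and hearts within the other groups were between 94.0 and 116 apart. EIIa-tg hearts were 127 from EIIa-ctl hearts. Myh6-tg hearts against the other 9 gave a pseudo-F of 5.78, the largest among the 220 ways to choose 3 of 12 hearts (one-sided exact permutation test, p = 0.00455, the smallest this design allows). Distances by Spearman correlation moved the pseudo-F most, to 24.6, with the same p. Principal components separated the Myh6-tg hearts from the others along PC1, and Myh6-tg replicate 1 lay apart from replicates 2 and 3 along PC2.

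**Figure D2:**
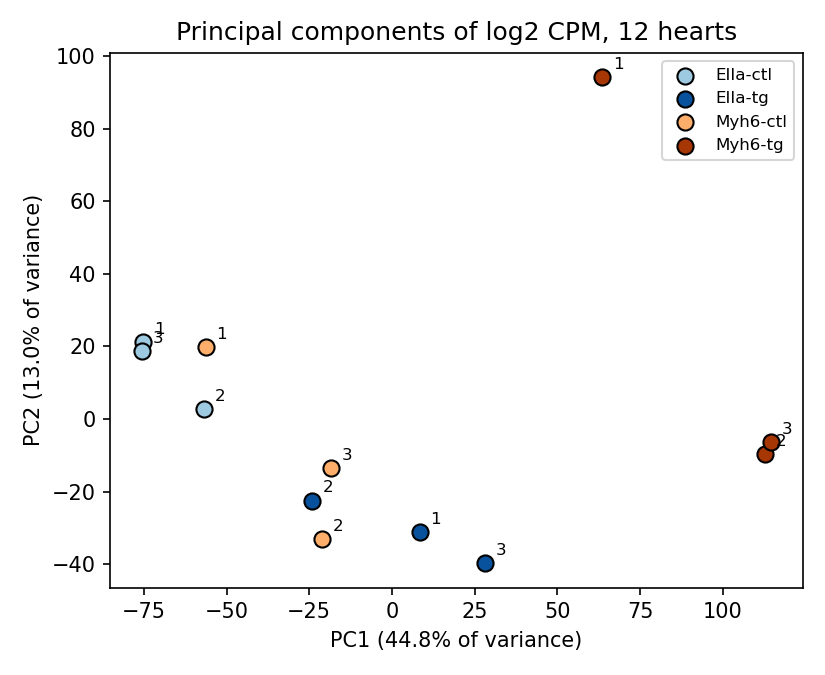
Principal components of log2 CPM for the 12 hearts, numbered by replicate, with PC1 (44.8% of the variance) on the x axis and PC2 (13.0%) on the y axis. Myh6-tg replicate 1 lies at 63.6 on PC1 and 94.1 on PC2, and replicates 2 and 3 lie at 113 and 115 on PC1.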

Among the 409 DEGs identified in EIIa-tg heart tissues, 213 genes were up-regulated, and 196 genes were down-regulated. These DEGs were found to be enriched in the regulation of immune response pathways based on Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis (Additional file 3: Fig S1A), suggesting potential activation of immune responses in EIIa-tg mice. 

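No gene in either direction was called in EIIa-tg hearts by edgeR at the adjusted p of 0.01, whereas at an adjusted p under 0.05 and the same fold change 583 genes were higher and 300 lower. DESeq2 called 558 higher and 270 lower genes at 0.01. Sqstm1 (chromosome 11 of GRCm38, 50199366 to 50210827), which encodes p62, had 361 ± 22.8 CPM (SD, n = 3) in EIIa-ctl and 1039 ± 241 CPM in EIIa-tg hearts, a log2 fold change of 1.52 (standard error 0.18, adjusted p = 0.0135). Its log2 fold change moved most without EIIa-tg replicate 2, to 1.70. Among cardiac stress genes, Nppa rose from 217 ± 116 to 599 ± 131 CPM (log2 fold change 1.46, adjusted p = 0.0326), and Des rose with a log2 fold change of 1.04 (adjusted p = 0.0193). Ankrd1 had a log2 fold change of 1.43 (adjusted p = 0.0263). The sodium channel gene Scn4b changed by -2.48 on the log2 scale (adjusted p = 0.0194). In each of these genes the 3 EIIa-tg hearts lay beyond all 3 controls, as chance gives for 10% of genes. Of 34 genes fixed beforehand, 0 were DEGs when p was adjusted over all genes and 1 when it was adjusted over the list alone, and 7 and 14 respectively had an adjusted p under 0.05. In Myh6-tg hearts Sqstm1, Nppa, Ankrd1 and Des were also higher, with log2 fold changes of 1.54, 2.51, 1.63 and 2.15 (edgeR adjusted p = 0.0166, 0.0581, 0.0200 and 0.0119). For none of them was the difference between models past the threshold (adjusted p from 0.177 for Des to 0.996 for Sqstm1).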

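Immune genes were tested as 1 of 15 sets defined by gene symbol, with limma's camera test and Benjamini-Hochberg adjustment over the sets. The 190 immune genes tested had a mean log2 fold change of 0.75 in EIIa-tg hearts, with 156 genes higher and 34 lower (adjusted p = 9.73e-14 at an inter-gene correlation of 0.01). The correlation estimated from the data for each set moved this most, to an adjusted p of 0.419, and left 0 of the 15 sets under 0.05 where 13 had been (smallest unadjusted p = 0.0876). The mean log2 CPM of the set was 1.64 ± 0.220 (SD, n = 3) in EIIa-ctl and 2.42 ± 0.106 in EIIa-tg hearts. All 3 EIIa-tg hearts were above all 3 controls (two-sided exact permutation test, p = 0.1, the smallest that 3 hearts against 3 allow, and 0.136 after adjustment over the sets).

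Over-representation among the edgeR DEGs could not be tested in EIIa-tg hearts, since that list held 0 genes. Among the 828 genes called by DESeq2, 51 of 247 immune genes were found where 10.5 would be expected (one-sided Fisher's exact test, adjusted p = 3.86e-20). Of 871 Reactome pathways tested with camera, 100 were higher and 25 lower at an adjusted p under 0.05, and with the estimated correlation 0 passed, with 8 at an unadjusted p under 0.05. The pathway with the lowest p was that of the TCA cycle and respiratory electron transport, which was lower (132 genes, 123 of them lower, mean log2 fold change -0.34, adjusted p = 5.26e-11). Among the pathways that were higher, initial triggering of complement had the lowest p (12 genes, mean log2 fold change 1.31, adjusted p = 1.62e-07).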

On the other hand, in Myh6-tg mice, we identified 960 down-regulated DEGs and 536 up-regulated DEGs among the 1496 DEGs detected. 

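Of the 608 DEGs in Myh6-tg hearts, 294 were higher and 314 lower, and with the replicate block 418 were higher and 551 lower. With limma on the authors' FPKM values in place of the counts, most DEGs were higher, 974 of 1257 with a pseudocount of 1. That scale moved the median log2 fold change of all genes to 0.34, from 0.03 on counts. The largest rise among DEGs with a mean of at least 5 CPM was that of Cthrc1 (log2 fold change 6.14, adjusted p = 0.00217), and NewGene_3046 (6.11) and Lox (5.74) were also among the largest. Lox (chromosome 18 of GRCm38, 52516067 to 52529867), which encodes a lysyl oxidase that crosslinks collagen, had 11.0 ± 1.46 CPM (SD, n = 3) in Myh6-ctl and 588 ± 100 CPM in Myh6-tg hearts (standard error 0.26, adjusted p = 0.000402). The largest falls were those of Esr1 (log2 fold change -9.94, standard error 0.61, adjusted p = 0.000845), NewGene_910 (-7.27), Mylk4 (-5.88) and NewGene_3636 (-5.22). Genes of fibrosis were higher, among them Postn (89.5 ± 37.3 to 1677 ± 795 CPM, log2 fold change 4.23, adjusted p = 0.00391) and Col1a1 (log2 fold change 2.11, adjusted p = 0.00515). Over the 34 genes fixed beforehand, 4 were DEGs with p adjusted over all genes and 16 over the list alone.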

Notably, these DEGs were enriched in mitochondrion-related pathways and energy metabolism based on GO analysis and were associated with cardiomyopathy in KEGG analysis (Additional file 3: Fig S1B). These findings indicate that the expression of *NOTCH2NLC-(GGC)*_*98*_ in Myh6-tg mice may disrupt mitochondrial functions and energy metabolism in the heart, potentially contributing to cardiomyopathy development.

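The 82 nuclear genes of the respiratory chain and ATP synthase had a mean log2 fold change of -1.10 in Myh6-tg hearts, with 81 of them lower (camera, adjusted p = 1.98e-21). The 13 mitochondrially encoded genes had a mean of -1.45 (adjusted p = 1.61e-11), and 1 of them, mt-Nd3, was a DEG (log2 fold change -1.88, adjusted p = 0.00522). With the replicate block 5 of the 13 were DEGs (one-sided Fisher's exact test, adjusted p = 0.00181) and with DESeq2 all 13 (adjusted p = 8.41e-13). The 19 genes of fatty acid oxidation had a mean of -1.38 with 18 lower (adjusted p = 1.68e-14), and the 21 genes of the TCA cycle a mean of -1.22 (adjusted p = 6.67e-11). With the inter-gene correlation estimated for each set, the adjusted p of each of these sets was 0.253. In every one of these 4 sets the 3 Myh6-tg hearts lay below all 3 controls (two-sided exact permutation test, p = 0.1, the smallest possible, and 0.115 after adjustment over the 15 sets). The 31 sarcomere genes, among which are those mutated in inherited cardiomyopathies, had a mean log2 fold change of 0.16 (20 higher and 11 lower, camera adjusted p = 0.777). The sign of this mean was not stable, since the mean log2 CPM of the set changed by -0.14 (two-sided exact permutation test, p = 0.8), with Myh6-tg replicate 1 above and replicates 2 and 3 below all 3 controls.

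Among the 608 DEGs, the one-sided Fisher's exact test found 12 of the 19 genes of fatty acid oxidation where 0.755 would be expected (adjusted p = 4.09e-12). Of the 82 nuclear respiratory chain genes, 4 were DEGs against 3.26 expected (adjusted p = 0.653), a number that rose to 25 with the replicate block (adjusted p = 9.50e-11) and to 52 with DESeq2 (adjusted p = 2.15e-29). Of these genes Cox7a1 (chromosome 7 of GRCm38, 30184144 to 30186078) changed most among those named by rule, from 61.0 ± 21.1 to 7.22 ± 0.832 CPM (log2 fold change -3.08, standard error 0.29, adjusted p = 0.00184). From the enrichment of mitochondrion-related pathways and energy metabolism among these DEGs, the paper proposes that in Myh6-tg mice NOTCH2NLC-(GGC)98 may disrupt mitochondrial functions and energy metabolism in the heart.

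**Figure D3:**
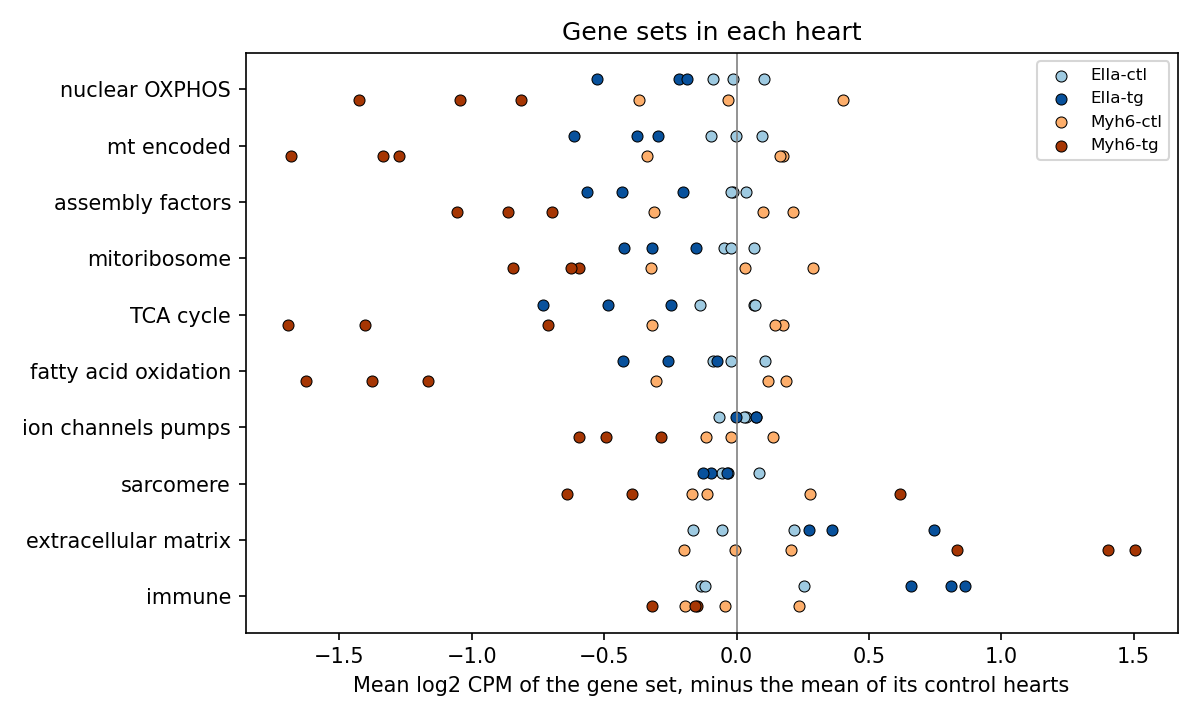
Mean log2 CPM of 10 gene sets in each heart, with the mean of the control hearts of the same model subtracted, so that 0 on the x axis is the control mean and each point is a heart. The 3 Myh6-tg hearts lie below all 3 Myh6-ctl hearts for the nuclear OXPHOS set, which is the set of 82 nuclear respiratory chain and ATP synthase genes.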

**Fig. 5:**
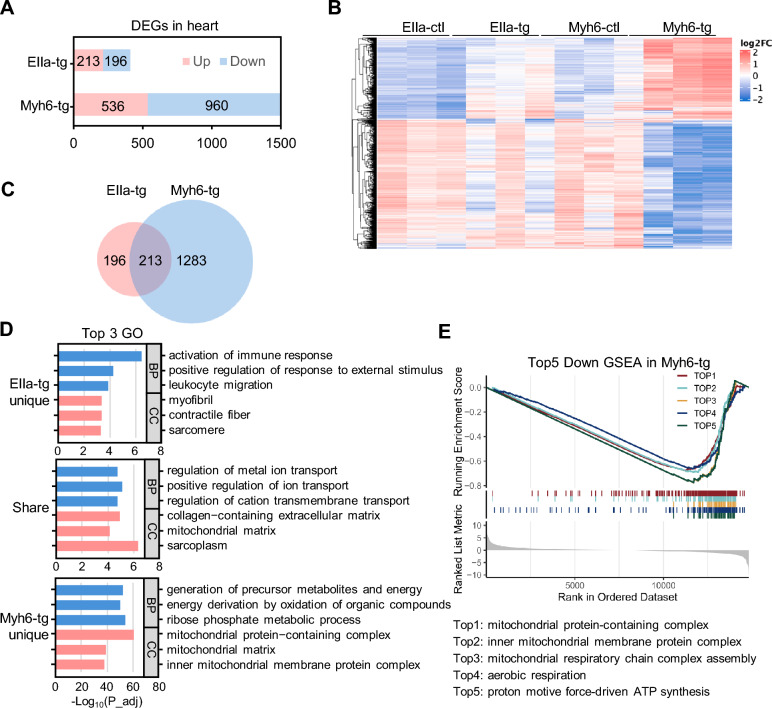
Transcriptomic profiling reveals shared and distinct molecular profiles related to cardiac dysfunction in EIIa-tg and Myh6-tg mice.** A** The numbers of down-regulated and up-regulated differentially expressed genes (DEGs) in the heart from EIIa-tg and Myh6-tg mice**.** Genes with adjusted *P* value (*P*_adj) < 0.01 and log_2_|FoldChange|≥ 1 were assigned as DEGs. **B** Heatmap of DEGs among all groups (n = 3 mice per group). **C** The overlapping of DEGs (both down-regulated and up-regulated) between the EIIa-tg and Myh6-tg mice. **D** Top 3 GO terms for DEGs exclusively identified in EIIa-tg, DEGs shared in both EIIa-tg and Myh6-tg mice, and DEGs exclusively identified in Myh6-tg. **E** Top 5 down-regulated GSEA pathways in Myh6-tg mice

Taking into account our previous findings which revealed cardiac-related pathological and echocardiographic modifications in both EIIa-tg and Myh6-tg models, we conducted a comparative analysis of the DEGs (both down-regulated and up-regulated) between the two mouse lines (Fig. 5C). 

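Of 14649 genes tested in both models, 0 were DEGs in both by edgeR, since none was a DEG in EIIa-tg hearts, and 933 had an adjusted p under 0.05 in both. Of these 933 genes, 914 changed in the same direction. With DESeq2, 348 DEGs were shared where 93.3 would be expected, and 339 of them changed in the same direction, 174 higher and 165 lower. At an adjusted p under 0.05 with edgeR, 330 genes that also passed the fold change were shared, against 112 expected (one-sided Fisher's exact test over genes, p = 3.21e-84). The 933 and the 330 rest on the EIIa-tg genes at this adjusted p, which numbered between 0 and 4079 with a heart left out. Of the Myh6-tg DEGs tested in both models, 552 of 598 (92.3%) changed in the same direction in EIIa-tg hearts, compared with 70.9% of all genes. The log2 fold changes of the models were correlated across genes, which are not independent replicates (Pearson's r = 0.51, Spearman's rho = 0.55).

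**Figure D4:**
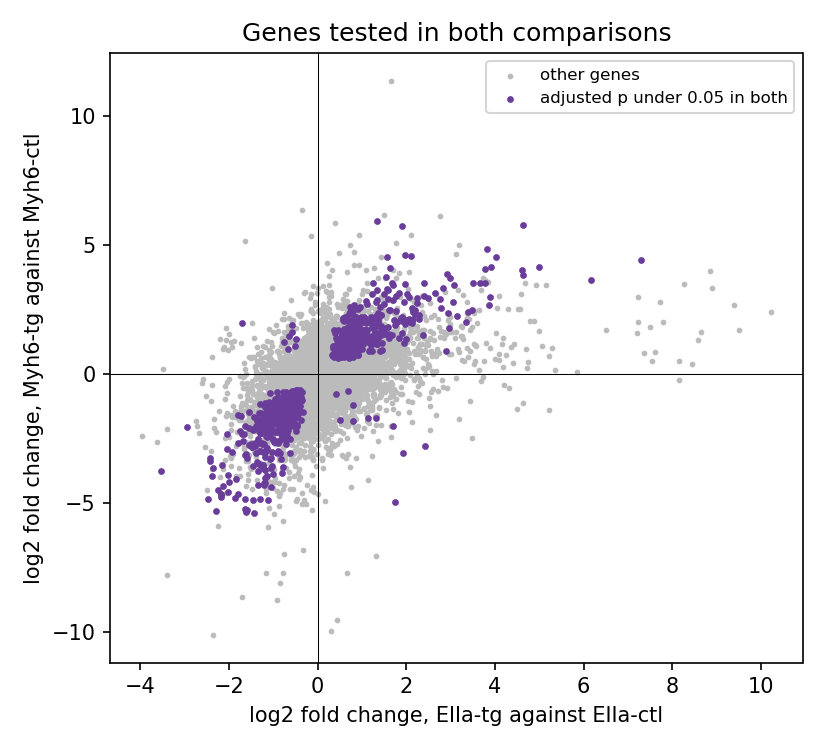
Log2 fold change of each gene in EIIa-tg hearts (x axis) and in Myh6-tg hearts (y axis), each against its own controls. Each point is 1 of 14649 genes, and the 933 genes with an adjusted p under 0.05 in both are coloured, 914 of them in the quadrants where both changes have the same sign.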

The gene sets unique to EIIa-tg mice was significantly enriched in the regulation of immune responses (Fig. 5D and Additional file 3: Fig S1C), indicating that immune response pathways. 

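With DESeq2, 480 genes were DEGs in EIIa-tg but not in Myh6-tg hearts, and 473 of them were tested in both models. Of 244 immune genes, 39 were among these 473, where 6.17 would be expected (one-sided Fisher's exact test, adjusted p = 3.66e-19). The edgeR list of genes unique to EIIa-tg hearts held 0 genes and was not tested for enrichment. In Myh6-tg hearts the 200 immune genes tested had a mean log2 fold change of -0.19, with 120 lower and 80 higher (camera, adjusted p = 0.248), a mean that became 0.22 on log2 FPKM with a pseudocount of 1, or -0.12 relative to the median of all genes.

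The difference between the models was tested on the mean log2 CPM of the set in each heart. The change in Myh6-tg hearts minus that in EIIa-tg hearts was -0.99, the largest among the 400 exchanges of hearts between models within controls and within transgenic hearts (two-sided exact permutation test, p = 0.005, and 0.075 after adjustment over 15 sets). By camera the adjusted p of the difference was 4.73e-12, and 0.171 with the correlation estimated for each set. The mean log2 CPM of the set was 2.36 ± 0.219 (SD, n = 3) in Myh6-ctl and 2.15 ± 0.0968 in Myh6-tg hearts. Myh6-ctl hearts thus already lay near EIIa-tg hearts (2.42) and above EIIa-ctl hearts (1.64), so that the difference rests in large part on the controls. These differ in age and injection. Single immune genes followed different patterns. Ccl2, which encodes a chemokine, rose in EIIa-tg hearts (2.31 ± 1.65 to 7.54 ± 2.81 CPM, SD, n = 3, log2 fold change 1.71, adjusted p = 0.0450) and fell in Myh6-tg hearts (8.28 ± 1.29 to 2.04 ± 0.488 CPM, log2 fold change -2.02, adjusted p = 0.00582). Its difference between models was -3.73 on the log2 scale (adjusted p = 0.00954). Cxcr6 was higher in both models, with log2 fold changes of 3.77 (adjusted p = 0.0307) and 4.06 (adjusted p = 0.00487), and was not called as different between models (adjusted p = 0.926).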

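Sets of ion channels and pumps, extracellular matrix genes and mitochondrial genes were compared in the 2 models. Genes of ion channels and pumps had a mean log2 fold change of -0.04 in EIIa-tg hearts (128 genes, camera adjusted p = 0.0756), which became 0.23 with DESeq2 over 183 genes and 0.05 on the mean log2 CPM of each heart. In Myh6-tg hearts their mean was -0.39 (135 genes, adjusted p = 0.0181, and 0.253 with the correlation estimated for each set). The difference between the models in the mean of this set was -0.51 (two-sided exact permutation test, p = 0.015, and 0.113 after adjustment over the sets, camera adjusted p = 0.0287, and 0.302 with the correlation estimated). Scn4b fell in both models, in Myh6-tg hearts from 25.9 ± 13.2 to 0.892 ± 0.188 CPM (SD, n = 3, log2 fold change -4.86, adjusted p = 0.00158). The potassium channel genes Kcnv2 and Kcnj2 were DEGs in Myh6-tg hearts (log2 fold changes -4.54 and -2.41), and Kcnv2 changed more there than in EIIa-tg hearts, by -3.63 (adjusted p = 0.00739).

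Extracellular matrix genes were higher as a set in EIIa-tg hearts (104 genes, mean log2 fold change 0.43, adjusted p = 0.000273) and in Myh6-tg hearts (109 genes, mean 1.34, adjusted p = 5.39e-16). With the estimated correlation these adjusted p-values were 0.419 and 0.253. Mmp3, a matrix metalloproteinase gene, had log2 fold changes of 2.91 (adjusted p = 0.0264) and 3.86 (adjusted p = 0.00157), and Thbs2 of 0.73 (adjusted p = 0.0295) and 2.60 (adjusted p = 0.00134). Among the 348 genes that DESeq2 called in both models, 9 were extracellular matrix genes against 2.14 expected (one-sided Fisher's exact test, adjusted p = 0.0045), 12 were immune genes against 4.54 expected (adjusted p = 0.0161), and 8 encoded ion channels or pumps against 3.27 expected (adjusted p = 0.0872). This shared list held 1 gene of the mitochondrial ribosome, 1 of the respiratory chain assembly factors, 1 of fatty acid oxidation and 0 nuclear respiratory chain genes.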

The overlapping gene sets between EIIa-tg and Myh6-tg mice was significantly enriched in ion transportation, and extracellular and mitochondrial matrix (Fig. 5D and Additional file 3: Fig S1D), which may suggest that the disturbance of intracellular and extracellular ion transportation may be relevant to the development of cardiac abnormalities in EIIa-tg and Myh6-tg mice. 

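Because no gene was a DEG in EIIa-tg hearts by edgeR, all 608 DEGs of Myh6-tg hearts were specific to that model, and 598 of them were tested in both. Among these 598, Fisher's exact test (one-sided) found 12 of 19 genes of fatty acid oxidation against 0.776 expected (adjusted p = 5.59e-12) and 28 of 104 extracellular matrix genes against 4.25 expected (adjusted p = 9.99e-15). These were the only sets of the 15 with an adjusted p under 0.05. With the replicate block 10 sets passed, among them the nuclear respiratory chain genes with 25 of 82 (adjusted p = 1.92e-10). With DESeq2 12 sets passed, and 52 of the 82 were in the Myh6-tg-specific list against 7.79 expected (adjusted p = 6.78e-32). Cpt2, Eci1 and Acaa2, which encode enzymes of fatty acid oxidation, had log2 fold changes of -2.03 (adjusted p = 0.00306), -2.01 (adjusted p = 0.00354) and -1.96 (adjusted p = 0.00572). The change in Eci1 differed from that in EIIa-tg hearts by -1.85 (adjusted p = 0.00416). Fh1 and Suclg2 of the TCA cycle had log2 fold changes of -1.31 (adjusted p = 0.00917) and -1.74 (adjusted p = 0.00563). For Cpt2, Acaa2, Suclg2 and Fh1 the edgeR test of the difference between models was not past the threshold (adjusted p = 0.0188, 0.0160, 0.0324 and 0.0698).

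A list specific to a model does not test the difference between models. By camera, 14 of the 15 sets differed between the models, among them the nuclear respiratory chain genes (mean difference in log2 fold change -0.80, 80 of 82 lower, adjusted p = 5.09e-16, and 0.302 with the correlation estimated for each set, where 0 sets passed and 2 had an unadjusted p under 0.05). On the mean log2 CPM of this set in each heart the difference was -0.78 (two-sided exact permutation test exchanging hearts between models, p = 0.135, and 0.244 after adjustment). The difference between hearts with the same replicate number was -0.78, -1.44 and -1.06 in the Myh6 and -0.13, -0.17 and -0.63 in the EIIa comparison (exact permutation test of these differences, chosen after seeing the data, p = 0.1, the smallest possible). In EIIa-tg hearts the set had a mean log2 fold change of -0.31, with 78 of 82 genes lower. The mean of the mitochondrially encoded genes fell by 1.43 in Myh6-tg and by 0.43 in EIIa-tg hearts (two-sided exact permutation test of the difference, p = 0.04, and 0.2 after adjustment, camera adjusted p = 5.99e-10).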

While the Myh6-tg-specific gene sets were notably enriched in mitochondrion-related pathways and energy metabolism (Fig. 5D and Additional file 3: Fig S1E). Furthermore, Gene Set Enrichment Analysis (GSEA) identified the most significantly down-regulated pathways in Myh6-tg mice were enriched in mitochondrial protein complexes, assembly of the mitochondrial respiratory chain, aerobic respiration, and proton motive force-driven ATP synthesis (Fig. 5E). These enrichments highlight the pronounced impact of disturbances in mitochondrial respiration and energy metabolism in the advanced stage of cardiac abnormalities observed in Myh6-tg mice.

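Pre-ranked GSEA on the edgeR statistics gave the nuclear respiratory chain set a normalized enrichment score of -3.24 in Myh6-tg hearts (adjusted p = 4.86e-28 over the 15 sets). The scores were -2.85 for the mitochondrial ribosome, -2.81 for the assembly factors of the respiratory chain, -2.55 for the TCA cycle and -2.33 for ATP synthase (complex V). By camera, the 46 assembly factors had a mean log2 fold change of -0.87 (adjusted p = 1.70e-11) and the 78 mitochondrial ribosome genes a mean of -0.70 (adjusted p = 6.97e-12). Means by complex were -1.11 for complex I, -1.23 for complex II, -1.04 for complex III, -1.04 for complex IV and -1.12 for complex V. The pathway with the lowest p among 878 tested from Reactome was that of the TCA cycle and respiratory electron transport (132 genes, 125 lower, mean log2 fold change -1.07, adjusted p = 1.72e-23). With camera 33 pathways were higher and 21 lower, with pre-ranked GSEA 49 and 25, and with the correlation estimated for each set 0 in either direction, with 17 at an unadjusted p under 0.05. Uqcc1 (log2 fold change -1.70, adjusted p = 0.00445), Ndufaf4 (-1.44, adjusted p = 0.00561) and Sdhaf4 (-1.77, adjusted p = 0.00596) were the DEGs with the lowest p among the assembly factors.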

Overall, our transcriptomic analysis provides valuable insights into the molecular mechanisms underlying cardiac dysfunction in both EIIa-tg and Myh6-tg mouse models. The shared changes in ion transportation and mitochondria suggest common underlying pathological pathways, while the differences in immune response regulation and mitochondrial function indicate distinct molecular signatures at different stages of the disease.

### Expression of *NOTCH2NLC-(GGC)*_*98*_ in cardiomyocytes disturbs mitochondrial respiration and energy metabolism in the heart

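In the RNA-seq data, 3 genes of the respiratory chain were compared in the hearts of both models. Cox4i1 (ENSMUSG00000031818, chromosome 8 of GRCm38, 120668222 to 120674207) encodes a subunit of complex IV. It had 1133 ± 348 CPM (SD, n = 3) in Myh6-ctl and 505 ± 138 CPM in Myh6-tg hearts, a log2 fold change of -1.17 (standard error 0.32, adjusted p = 0.0404). In EIIa-tg hearts it changed from 1156 ± 115 to 998 ± 155 CPM (log2 fold change -0.21, standard error 0.15, adjusted p = 0.360), which was within the spread of the replicates. Cyc1 (ENSMUSG00000022551, chromosome 15, 76343523 to 76346260), which encodes cytochrome c1 of complex III, fell from 576 ± 148 to 235 ± 76.3 CPM in Myh6-tg hearts (log2 fold change -1.29, standard error 0.31, adjusted p = 0.0276). It fell from 676 ± 45.1 to 468 ± 106 CPM in EIIa-tg hearts (log2 fold change -0.53, standard error 0.17, adjusted p = 0.0602). Cox5a (ENSMUSG00000000088, chromosome 9, 57521274 to 57532426), of complex IV, had log2 fold changes of -1.13 in Myh6-tg hearts (432 ± 179 to 198 ± 48.9 CPM, adjusted p = 0.0535) and -0.35 in EIIa-tg hearts (449 ± 33.3 to 352 ± 49.0 CPM, adjusted p = 0.0957).

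By edgeR none of these 3 genes was a DEG in either model, and by DESeq2 all of them were DEGs in Myh6-tg hearts, with adjusted p-values between 0.000368 for Cyc1 and 0.00510 for Cox5a. The edgeR result depended on the fit. In Myh6-tg hearts the replicate block called Cyc1, and all 12 samples in one fit called all 3. The difference between models was not past the threshold for any of them (adjusted p from 0.166 for Cox4i1 to 0.286 for Cox5a). Cycs, which encodes cytochrome c, had log2 fold changes of -1.17 in Myh6-tg (adjusted p = 0.0312) and -0.41 in EIIa-tg hearts (adjusted p = 0.0715). Vdac1, a gene of the outer mitochondrial membrane, had -0.82 (adjusted p = 0.0765) and -0.18 (adjusted p = 0.327), and the latter turned positive on log2 FPKM. At 0.0097 on log2(FPKM + 1) it was still below the median of all genes in EIIa-tg hearts, which was 0.16.

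**Figure D5:**
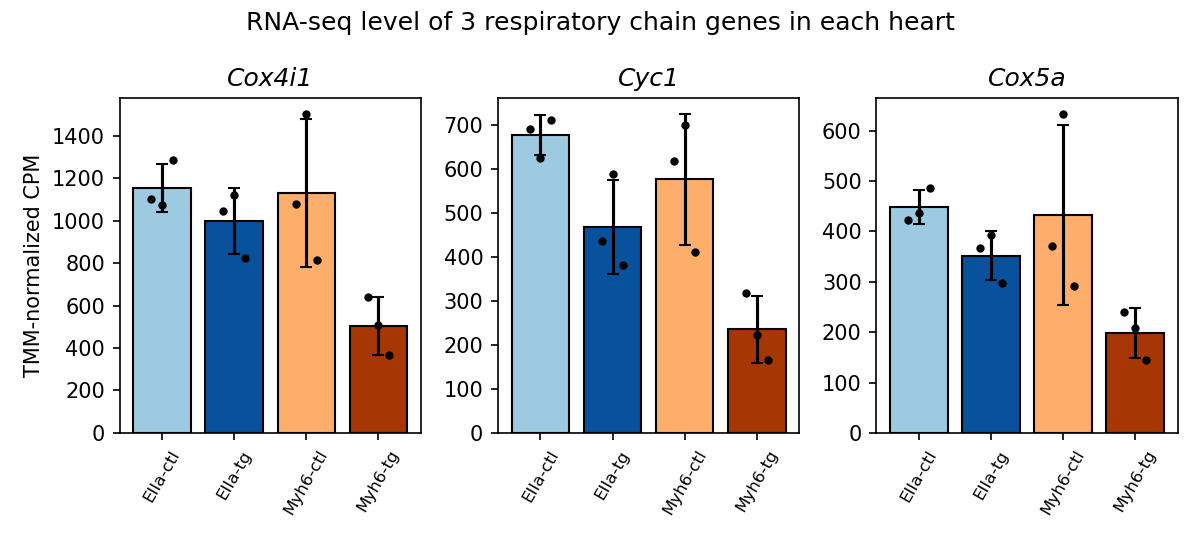
TMM-normalized CPM of Cox4i1, Cyc1 and Cox5a in the hearts of the 4 groups. Bars are means of 3 hearts, error bars are SD and points are hearts, and for each gene the 3 Myh6-tg hearts lie below all 3 Myh6-ctl hearts.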

To further elucidate the impact of *NOTCH2NLC-(GGC)*_*98*_ on cardiomyocyte mitochondria, we selected some genes highly related to mitochondria [29] from the DEGs for validation through quantitative PCR (qPCR). The qPCR results showed that the mRNA level of *Cox4* and *Cyc1* was decreased in both EIIa-tg and Myh6-tg mice, while the mRNA level of *Ndufs2* and *Cox5a* was decreased only in Myh6-tg mice (Fig. 6A). To further corroborate these findings, we proceeded to investigate the expression levels of specific mitochondria-related proteins. Interestingly, western blot analysis showed a significant reduction in Cox4 protein expression, key enzymes of the electron transport chain within mitochondria, specifically in the hearts of Myh6-tg mice (Fig. 6B), indicating a critical role of the polyG protein in impacting the proper functioning of the mitochondrial respiratory chain. To provide functional validation of these observed molecular changes, we employed assay kits to quantitate the activity of NADH, an essential electron carrier involved in oxidative phosphorylation, within the mitochondrial complex. Remarkably, the NADH activity was found to be significantly decreased in the hearts of Myh6-tg mice (Fig. 6C), further supporting the notion that the polyG protein negatively affects mitochondrial metabolism.

**Fig. 6:**
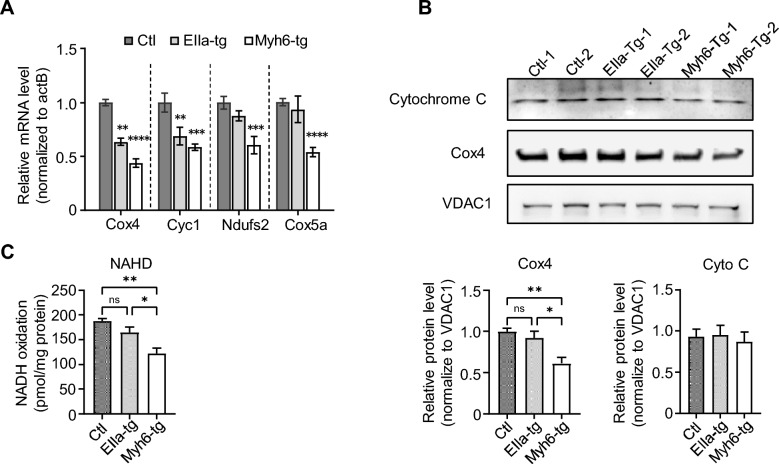
Expression of *NOTCH2NLC-(GGC)*_*98*_ in cardiomyocytes disturbs mitochondrial respiration and energy metabolism in the heart.** A** QPCR validation of RNA seq-identified DEG genes in EIIa-tg and Myh6-tg and control mice. N = 3 mice per group. *P < 0.05, ****P < 0.0001 by one-way ANOVA followed by Tukey's multiple comparisons test. **B** Immunoblot of COX4 and Cytochrome C (Cyto C) proteins in isolated ventricular mitochondria from EIIa-tg and Myh6-tg and control mice. VDAC1 was used as a loading control. Data are presented as mean ± SEM. N = 4 per group. *P < 0.05, **P < 0.005 by one-way ANOVA followed with Tukey's multiple comparisons test.** C** NADH oxidase activity was measured by the NADH consumption rate of isolated ventricular mitochondria from EIIa-tg and Myh6-tg and control mice. N = 4 per group. *P < 0.05, **P < 0.005 by one-way ANOVA followed with Tukey's multiple comparisons test

Taken together, our findings suggest that the expression of *NOTCH2NLC-(GGC)*_*98*_ and the subsequent accumulation of polyG protein in cardiomyocytes lead to impaired mitochondrial function. The downregulation of mitochondria-related genes and reduced NADH activity collectively indicate a disruption in mitochondrial respiratory and energy metabolism in the hearts of Myh6-tg mice. These findings shed light on the molecular mechanisms underlying cardiac dysfunction induced by expanded GGC repeats in the *NOTCH2NLC* gene.

### Retrospective analysis suggests cardiac abnormalities in NIID patients

Considering the evidence from our mouse study that demonstrates the association of the expanded GGC repeats within *NOTCH2NLC* with cardiac dysfunction, we conducted a retrospective review of cardiac-related examination results from NIID patients at our hospital [13]. Our observations revealed a higher proportion of these patients presenting with cardiac abnormalities including biochemical, electrocardiographic, and echocardiographic abnormalities. Among 51 patients with NIID, 34 (66.7%) showed some form of cardiac abnormality (Table 1). Specifically, 6 patients (11.8%) had elevated creatine kinase levels and 5 patients (9.8%) had elevated creatine kinase-MB levels However, no myogenic changes were observed in the electromyogram results, indicating the possibility of myocardial damage in these patients. Moreover, 33 patients (64.7%) displayed electrocardiographic abnormalities, including 9 with cardiac arrhythmias and 28 with ischemic ST-T or T wave changes.

**Table 1:** Cardiac findings of NIID patients

	Total (n = 51)
Sex ratio (male/ female)	23/28
Age at onset, years, median (IQR)	57 (50–64)
Age, years, median (IQR)	65 (58–67)
Disease duration, years, median (IQR)	6 (2–11)
Creatine kinase, median (IQR), U/L	68.0 (44.5–117.1)
Creatine kinase- MB, median (IQR), U/L	10.9 (9.2–14.5)
Creatine kinase level abnormality	6/51 (11.8%)
Creatine kinase- MB level abnormality	5/51 (9.8%)
Electrocardiographic conduction abnormality	33/51 (64.7%)
Any cardiac abnormality	34/51 (66.7%)

There were seven NIID patients had received echocardiography examinations, and all of them presented with cardiac abnormalities (Additional file 3: Table S2). Two patients showed interventricular septal thickening, and six patients had mild mitral valve regurgitation, while all patients had tricuspid regurgitation, with one of them having severe tricuspid regurgitation. Regarding ventricular function, no patients showed ventricular systolic dysfunction, but a significant proportion (5/7, 71.4%) had diastolic dysfunction with an E/A ratio smaller than 1. Notably, three of the five patients with diastolic dysfunction had no history of hypertension or heart disease, suggesting that other factors might contribute to the diastolic dysfunction. In summary, the above findings suggest cardiac abnormalities in NIID.

## Discussion

In this study, we present the first and compelling evidence supporting the strong correlation between expanded GGC repeats in the *NOTCH2NLC* and cardiac dysfunction in mice. Firstly, in both EIIa-tg and Myh6-tg mouse models, expressing *NOTCH2NLC-(GGC)*_*98*_ ubiquitously or specifically in cardiomyocytes respectively, we observed the presence of abundant intranuclear and perinuclear polyG inclusions within cardiomyocytes. Notably, these polyG inclusions were found to colocalize with p62, a typical pathological marker in NIID. Secondly, histological examination of both mouse models revealed cardiac pathological abnormalities including cellular infiltration and fibrosis. Thirdly, both mouse models showed changed ventricular structure and cardiac function. Echocardiography found decreased LVID, LVV, and LVPW in EIIa-tg mice, while found increased LVID and LVV but decreased LVPW in Myh6-tg mice. Moreover, the significantly reduced LVEF and LVFS in the Myh6-tg mice indicated a severe impairment in cardiac contractile function. Collectively, the findings from both transgenic mouse models support our hypothesis that expanded GGC repeats in the *NOTCH2NLC* lead to cardiac dysfunction in mice.

Intriguingly, although both transgenic mouse models exhibited pathological changes and cardiac functional abnormalities mentioned above, they displayed distinct features. EIIa transgenic mice showed decreased LVID, LVV, and LVPW without obvious dilation or hypertrophy, while the Myh6-tg mice exhibited cardiac dilation with thinner interventricular septum and ventricular walls. Furthermore, the EIIa mice demonstrated elevated EF and FS, indicating a compensatory phase in cardiac function, whereas the Myh6-tg mice exhibited decreased EF and FS. The observed differences may be attributed to various factors. Firstly, the commencement of *NOTCH2NLC-(GGC)*_*98*_ expression diverges between the E2a-tg and Myh6-tg mice, with onset during the embryonic stage in the former and at P60 in the latter. Secondly, the expression of *NOTCH2NLC-(GGC)*_*98*_ is driven by EIIa-cre recombinase in the E2a-tg mice, while it is driven by tamoxifen-induced Myh6-Cre recombinase in the Myh6-tg mice, potentially influencing NOTCH2NLC-polyG levels. Thirdly, experimental observations were conducted at different time points, with E2a-tg mice examined at P30 (30 days after birth) and Myh6-tg mice at P90 (30 days after tamoxifen injection).

Transcriptomic analysis of these two mouse models has provided valuable insights into underlying mechanisms. GO and KEGG analysis suggested that the DEGs unique in EIIa-tg were enriched in the regulation of immune responses, while the overlapping DEGs were significantly enriched in ion transportation and extracellular and mitochondrial matrix. Notably, the DEGs specific to Myh6-tg mice were significantly enriched in mitochondrion-related pathways and energy metabolism. Furthermore, GSEA highlighted the down-regulation of crucial mitochondrial pathways in Myh6-tg mice, including the assembly of mitochondrial protein complexes, mitochondrial respiratory chain, aerobic respiration, and proton motive force-driven ATP synthesis. Consistently, western blot analysis and NADH oxidation activity assays confirmed reduced COX4 protein levels and impaired mitochondrial function in the hearts of Myh6-tg mice. Our findings strongly indicate the involvement of mitochondrial dysfunction in the development of cardiac dysfunction in these mouse models.

Although we were unable to directly investigate heart tissue from patients with *NOTCH2NLC*-related repeat expansion disorders due to limited access, previous studies have reported mitochondrial dysfunction in the skeletal muscle of patients with NIID, characterized by mitochondrial swelling and down-regulation of complex I-encoding genes [9]. Considering the high energy demands of both skeletal and cardiac muscles, and the presence of dysfunction in both tissues in our EIIa-tg mice, our findings suggest a potential link between *NOTCH2NLC*-related repeat expansion and mitochondrial dysfunction in cardiac muscle, which may contribute to the development of cardiac dysfunction. Further work will be needed to dissect the mechanism of how GGC repeat expansions within *NOTCH2NLC* lead to the down-regulation of mitochondria-related genes and disturbance in mitochondrial respiration and energy metabolism. Additionally, the potential interactions between the cardiac and neural systems in the context of *NOTCH2NLC*-related repeat expansion disorders merit investigation [30].

In a recent report, a patient diagnosed with *NOTCH2NLC*-related OPDM3, a neuromuscular disease, exhibited severe cardiac manifestations, including left ventricular systolic dysfunction with decreased left ventricular ejection fraction and elevated N-terminal pro-B type natriuretic peptide levels [26]. In our observation of NIID patients, most of whom did not show significant myogenic changes [13], we found a higher proportion of patients with various mild cardiac abnormalities, such as elevated creatine kinase or creatine kinase-MB levels, ischemic ST-T or T wave changes. These observations suggest that patients with muscle dagame may be more susceptible to cardiac involvement [31], consistent with the observations in our mouse model. Additionally, it is important to note that the degree and manifestation of cardiac involvement in NIID can vary widely among individuals and do not be present in all cases. This phenomenon is also observed in other repeat expansion disorders, such as myotonic dystrophy and Friedreich’s ataxia, which also exhibit cardiac abnormalities [32–35]. Various factors, such as repeat lengths, disease progression stage, and other genetic factors, could contribute to this variation [35–37]. Therefore, future research and clinical practice should pay more attention to monitoring the heart health of patients with *NOTCH2NLC*-related repeat expansion disorders.

## Conclusions

In summary, our study provided the first in vivo evidence linking GGC repeat expansions within *NOTCH2NLC* to cardiac abnormalities and highlighted the contribution of mitochondrial dysfunction in the development of cardiac abnormalities.

## Materials and methods

### Cardiac examinations on NIID patients

Clinical data were retrospectively collected from 51 NIID patients from June 2019 to June 2023 at Xiangya Hospital, Central South University. All participants underwent electrocardiographic examinations and myocardial enzyme detections. Seven of them received echocardiography examinations. Data were evaluated in comparison to reference values of a normative study in our laboratory. This study was approved by the Ethics Committee of the Xiangya Hospital (No. 202202050549). Written informed consent was obtained from all participants.

### Animals

The conditional transgenic *NOTCH2NLC-(GGC)*_*9*8_ mice were generated previously [11], in which the loxP-stop-loxP-*NOTCH2NLC-(GGC)*_*9*8_ was inserted into the Rosa26 site. To express *NOTCH2NLC-(GGC)*_*9*8_ ubiquitously or specifically in cardiomyocytes, the conditional transgenic mice were crossed with EIIa-Cre mice or Myh6-creERT2 mice. The EIIa-cre mice were used in our previous study [11] and the Myh6-creERT2 mice [28] were obtained from the Jackson Laboratory (JAX: 005657). The adult Myh6-tg mice were administered tamoxifen (20 mg/ml, dissolved in corn oil) or corn oil via intraperitoneal injection (injection dose: 75 mg/kg body weight) once every other day for a total of 3 injections. All mice were bred and maintained in the animal facility under specific pathogen-free conditions following the institutional guidelines of the Animal Care and Use Committee at Central South University.

### Antibodies

Primary antibodies used in this study include the following: Flag (Sigma-Aldrich, F1804), Flag (Cell Signaling Technology, 14793S), p62 (Abcam, AB56416), vinculin (Sigma-Aldrich, V9131), Cytochrome C (Cell Signaling Technology, 4272), COX4 (Cell Signaling Technology, 4844S), VDAC (Cell Signaling Technology, 4661). Secondary antibodies were donkey anti-rabbit and donkey anti-mouse Alexa Fluor 488 or 594 from Jackson ImmunoResearch.

### Western blot analysis

Mouse heart tissues were lysed in ice-cold RIPA buffer (50 mM Tris, pH 8.0, 150 mM NaCl, 1 mM EDTA pH 8.0, 1 mM EGTA pH 8.0, 0.1% SDS, 0.5% DOC, and 1% Triton X-100) containing protease inhibitor cocktail and PMSF. The lysates were sonicated and subjected to Western blot analysis with appropriate primary antibodies.

### Immunofluorescent staining

Mice were anesthetized and perfused intracardially with 0.9% NaCl, followed by 4% paraformaldehyde in 0.1 M phosphate buffer at pH 7.2. Isolated mouse brains were dehydrated in 30% sucrose and then sectioned at 30 μm. Brain sections were permeabilized with 0.3% Triton X-100/PBS at room temperature for 1 h and then applied to antigen retrieval with citric acid buffer (10 mM citric acid, 0.05% Tween 20, PH6.0) at 98 ℃ water bath for 15 min. Brain sections were blocked in 3% BSA in 0.3% Triton X-100/PBS for 1 h followed by incubation with primary antibodies at 4 ℃ overnight. After washing with 1X PBS, the sections were incubated with Alexa fluor-conjugated secondary antibodies and DAPI. Fluorescent images were captured with a Zeiss microscope.

### Hematoxylin-eosin and masson staining

For hematoxylin-eosin staining, paraffin-embedded heart sections (5 μm) were hematoxylin stained for 5 min and alcoholic fractionated with 1% hydrochloric acid for a few seconds, followed by eosin staining for 2 min. For Masson staining, heart sections were stained in Weiger iron hematoxylin solution for 8 min and graded with 0.5% hydrochloric acid for 15 s. Then the sections were stained with lychee red acid magenta solution for 8 min. After being treated with 1% phosphomolybdic acid for 5 min, the sections were stained with aniline blue solution for a further 5 min and followed by treated with 1% glacial acetic acid for 1 min.

### Echocardiography

Echocardiography was conducted with minor medications, following the protocol described in a previous study [38]. Isoflurane anesthesia was used for supine fixation. Briefly, transthoracic two-dimensional motion mode-echocardiography was performed using the Vevo 2100 ultrasound imaging system. LV end-diastolic interior dimension (LVID; d), end-systolic interior dimension (LVID; s), LV end-diastolic volume (LVV; d), LV end-systolic volume (LVV; s), LV end-diastolic posterior wall (LVPW; d) and LV end-systolic posterior wall (LVPW; s) were measured and ejection fraction (EF) and fractional shortening (FS) values were calculated using the Vevo 2100 program.

### Reverse transcriptase PCR and quantitative real-time PCR

Total RNA was extracted from mice brain tissue using Trizol reagent (Invitrogen) according to the manufacturer's protocol. Complementary DNA (cDNA) was synthesized from total RNA (1 μg) using a RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, K1622) and oligo dT primers. Quantitative PCR was carried out on a Quant Studio 3 system (Thermo Fisher Scientific) using Power SYBR Green PCR Master Mix (4,367,659, Thermo Fisher Scientific) and analyzed with the comparative cycle threshold method. Primers for each gene are as follows: *COX4* primers: Forward: 5′-CCT TCT GCA CAG AAC TCA ACG C-3′ and Reverse: 5′-AGG TCT CAT TGA ACT GGA GCC G-3′; *CYC1* primers: Forward: 5′-CAG CTT CCA TTG CGG ACA C-3′ and Reverse: 5′-GGC ACT CAC GGC AGA ATG AA-3′; *Ndufs2* primers: Forward: 5′-TTT CGG GAG CTG TCA TGT ACC-3′ and Reverse: 5′-TGG TCA CCG CTT TTT CCT TCA-3′; *COX5a* primers: Forward: 5′-GCC GCT GTC TGT TCC ATT C-3′ and Reverse: 5′-CCA GGC ATC AAT GTC TGG CT-3′.

### RNA-seq and analysis

Heart tissues from EIIa-tg, Myh6-tg mice, and age-matched control mice were used for RNA extraction. An amount of 1 μg total RNA per sample was processed for library preparation using NEBNext UltraTM RNA Library Prep Kit for Illumina (NEB, USA) following the manufacturer’s recommendations. Libraries were sequenced on an Illumina NovaSeq platform to generate 150 bp paired-end reads. All total reads were mapped to GRCm38 by Hisat2. Quantification of gene expression levels was estimated by fragments per kilobase of transcript per million fragments mapped. Differential expression analysis was performed using the DESeq2. The resulting *P* values were adjusted (*P*_adj) using Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with *P*_adj < 0.01 and |FoldChange|≥ 2 were assigned as significantly differentially expressed. Gene Ontology and Kyoto Encyclopedia of Genes and Genomes enrichment analysis of the differentially expressed genes (DEGs) was implemented by the r packages of clusterProfiler. Gene Set Enrichment Analysis was also performed using the r packages of clusterProfiler.

### Mitochondrial enzyme activity assay

Mitochondrial enzyme assays were performed with ventricular mitochondria isolated from fresh mice hearts according to the instructions of the kit (BC0630, Solarbio). Either intact or sonicated mitochondria were used for enzyme assays in assay buffer at 37 ℃ using a cuvette spectrophotometer in kinetic mode.

### Statistical analysis

Data were analyzed using the Prism 8 (GraphPad) software. Two-tailed Student’s t-test was used to compare two groups and one-way ANOVA followed with Tukey’s multiple comparisons test was performed for comparison of more than two groups. All quantification data were presented as mean ± SEM. A *P* value of less than 0.05 was considered statistically significant.

### Supplementary Information

**Additional file 1: Video S1.** Increased chest movements and rapid breathing in the later stages of disease progression in the EIIa-tg mice.

**Additional file 2: Table S1.** The DEGs identified in the EIIa-tg mice and Myh6-tg mice.

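Table S1 gives, for each gene that the paper calls, the counts and FPKM of the 6 hearts compared, the log2 fold change and the adjusted p, on a sheet for each model. The paper's sheets list 409 and 1496 genes. All 409 genes on the EIIa-tg sheet were tested by edgeR, 392 of them had an adjusted p under 0.05 with the same fold change limit, and 0 were DEGs at 0.01. On the Myh6-tg sheet 1495 genes are also in the count table, 487 of them were DEGs by edgeR, and 1369 had an adjusted p under 0.05 with the fold change limit. Every listed gene that was tested changed in the direction that Table S1 gives. With DESeq2 on the annotated genes alone, log2 fold changes differed from those in Table S1 by at most 0.00598 for EIIa-tg and 0.00733 for Myh6-tg. DESeq2 called 714 and 1956 annotated genes. The lowest FPKM of a listed gene in any control heart was 1.00 on the EIIa-tg sheet and 1.01 on the Myh6-tg sheet, while 60 and 171 listed genes had a transgenic heart under 1.

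The remaining entry of the Myh6-tg sheet is NLC, the human transgene. The paper's counts for it are 21551, 20394 and 21067 in the Myh6-ctl hearts and 49967, 51126 and 52799 in the Myh6-tg hearts, with the paper's log2 fold change of 1.14. By the paper's lists, 213 genes are shared, 207 of them with the same direction in both models, and 196 and 1283 are listed for EIIa-tg and for Myh6-tg alone.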

**Additional file 3: Fig S1.** Gene Ontology and Kyoto Encyclopedia of Genes and Genomes pathway enrichment analyses on the differentially expressed genes identified in the heart tissues from mice. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses on (**A**) total differentially expressed genes (DEGs) identified in EIIa;NOTCH2NLC-(GGC)_98_ (EIIa-tg for short) mice, (**B**) total DEGs identified in Myh6;NOTCH2NLC-(GGC)_98_ (Myh6-tg for short) mice, (**C**) DEGs exclusively identified in EIIa-tg mice, (**D)** DEGs shared in both EIIa-tg mice and Myh6-tg mice, and (**E**) DEGs exclusively identified in Myh6-tg mice. **Fig S2.** The full western blot images for figures 1B, 3B, C and 6B. **Table S2. **Detailed echocardiography data of NIID patients.

## Data Availability

All data and materials are available on reasonable request. The transcriptome sequencing data are available in Gene Expression Omnibus (GEO) database (GSE241464). DEGs lists are provided in the Additional file 2: Table S1. The full western blots are supplied in the Additional file 3: Fig S2.

## Abbreviations

NIID: Neuronal intranuclear inclusion disease
UTR: Untranslated region
PolyG: NOTCH2NLC-polyGlycine
OPDM 3: Oculopharyngodistal myopathy type 3
*NOTCH2NLC-(GGC)*_*98*_: *NOTCH2NLC* with 98 GGC repeats
EIIa-tg: EIIa;*NOTCH2NLC-(GGC)*_*98*_ transgenic
Myh6-tg: Myh6;*NOTCH2NLC-(GGC)*_*98*_ transgenic
P30: Postnatal days 30
P60: Postnatal days 60
P90: Postnatal days 90
LV: Left ventricular
LVID; d: Internal dimension at end-diastole
LVID; s: Internal dimension at end-systole
LVV; d: LV volume at end-diastole
LVV; s: LV volume at end-systole
EF: LV ejection fraction
FS: LV fractional shortening
LVPW; D: LV posterior wall thickness at end-diastole
LVPW; S: LV posterior wall thickness at end-systole
DEGs: Differentially expressed genes
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
GSEA: Gene Set Enrichment Analysis
qPCR: Quantitative PCR

# Supplementary material for: Expression of expanded GGC repeats within NOTCH2NLC causes cardiac dysfunction in mouse models
**Source:** Cell Biosci. 2023 Aug 29;13:157. doi: 10.1186/s13578-023-01111-6
**Supplement:** Supplementary file 3 — Additional file 3: Fig S1. Gene Ontology and Kyoto Encyclopedia of Genes and Genomes pathway enrichment analyses on the differentially expressed genes identified in the heart tissues from mice. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses on (A) total differentially expressed genes (DEGs) identified in EIIa;NOTCH2NLC-(GGC)98 (EIIa-tg for short) mice, (B) total DEGs identified in Myh6;NOTCH2NLC-(GGC)98 (Myh6-tg for short) mice, (C) DEGs exclusively identified in EIIa-tg mice, (D) DEGs shared in both EIIa-tg mice and Myh6-tg mice, and (E) DEGs exclusively identified in Myh6-tg mice. Fig S2. The full western blot images for figures 1B, 3B, C and 6B. Table S2. Detailed echocardiography data of NIID patients.

**Additional files for**

**Expression of expanded GGC repeats within *NOTCH2NLC* causes cardiac dysfunction in mouse model**

Yongcheng Pan^1,2^, Ying Jiang^3^, Juan Wan^4^, Zhengmao Hu^3^, Hong Jiang^1,2,5^, Lu Shen^1,2,5^, Beisha Tang^1,2,4,5^, Yun Tian^6*^, Qiong Liu^1,2*^

Fig S1
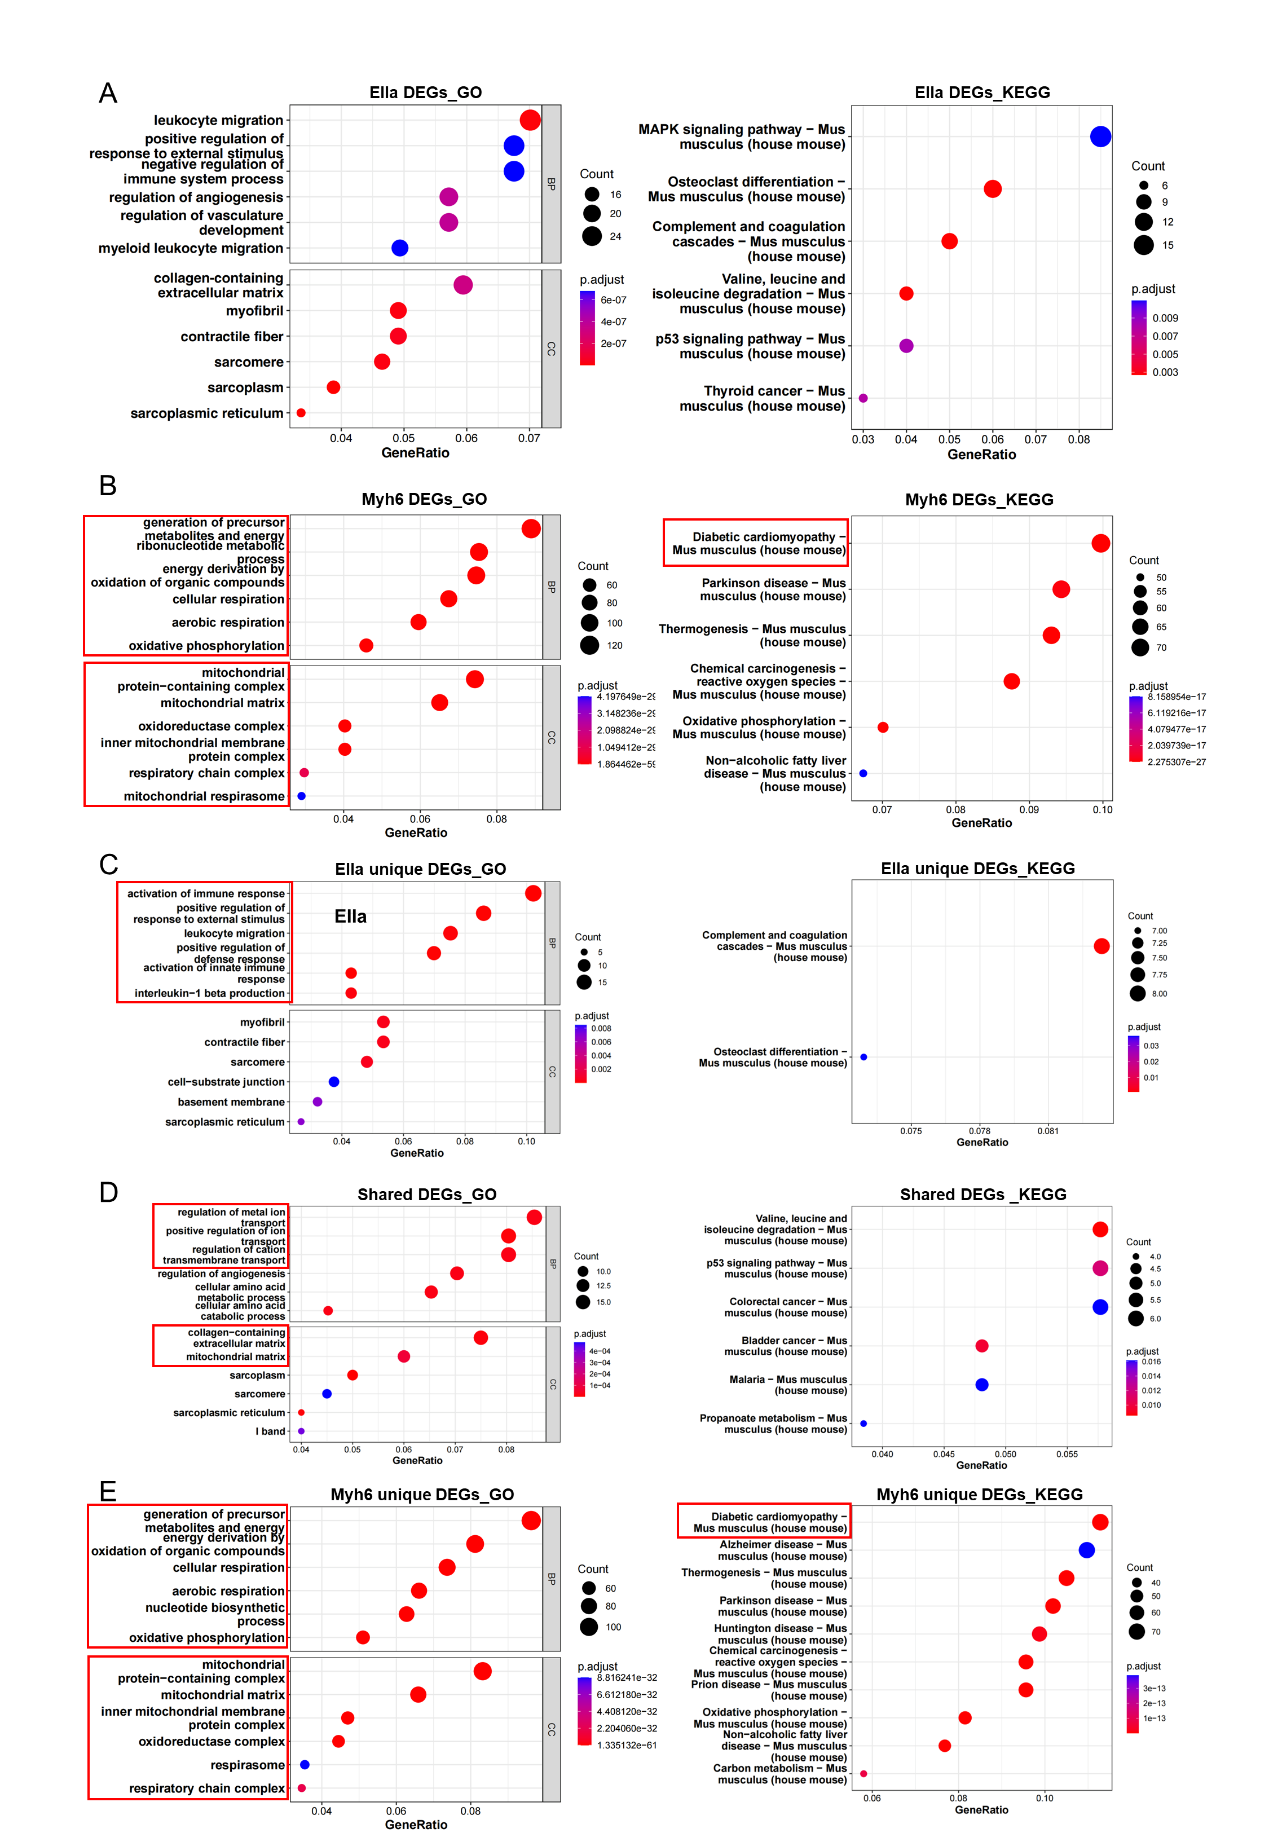

**Fig S1.** Gene Ontology and Kyoto Encyclopedia of Genes and Genomes pathway enrichment analyses on the differentially expressed genes identified in the heart tissues from mice.

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses on (**A**) total differentially expressed genes (DEGs) identified in EIIa;NOTCH2NLC-(GGC)_98_ (EIIa-tg for short) mice, (**B**) total DEGs identified in Myh6;NOTCH2NLC-(GGC)_98_ (Myh6-tg for short) mice, (**C**) DEGs exclusively identified in EIIa-tg mice, (**D)** DEGs shared in both EIIa-tg mice and Myh6-tg mice, and (**E**) DEGs exclusively identified in Myh6-tg mice.

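Each panel of Fig. S1 takes a list of DEGs and asks which GO terms or KEGG pathways hold more of its genes than expected if the list were drawn at random from a background of genes. The result depends on the list and on the background, and it does not use the size or the spread of each gene's change. Panels A and B use all DEGs of a model, and panels C, D and E divide these lists into genes called in EIIa-tg hearts alone, in both models and in Myh6-tg hearts alone. A gene falls in panel E when it passes the thresholds in Myh6-tg but not in EIIa-tg hearts, whether or not its change differs between the models. GO and KEGG terms were not analysed here, and 15 sets defined by gene symbol and mouse Reactome pathways were used in their place. With the lists of Table S1 and genes with an FPKM of at least 1 in every control heart as the background, the immune set had 32 of 109 genes in the EIIa-tg list (one-sided Fisher's exact test, adjusted p = 1.76e-18) and 25 of 106 in the EIIa-tg-only list (adjusted p = 1.73e-21). In the shared list, ion channels and pumps had 5 of 60 (adjusted p = 0.0706), immune genes 7 of 106 (adjusted p = 0.0706) and extracellular matrix genes 4 of 57 (adjusted p = 0.173). The nuclear respiratory chain set had 52 of 81 in the Myh6-tg-only list (adjusted p = 1.02e-26). Only listed genes within the background were tested, which left 160 genes in the EIIa-tg-only list and 1224 in the Myh6-tg-only list.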

**Table S2.** Detailed echocardiography data of NIID patients.

EF=ejection fraction; HR=heat rate; IVS=interventricular septum; NIID= neuronal intranucler inclusion disease; LA=left atrium; LV=left ventricle.

**Fig S2**

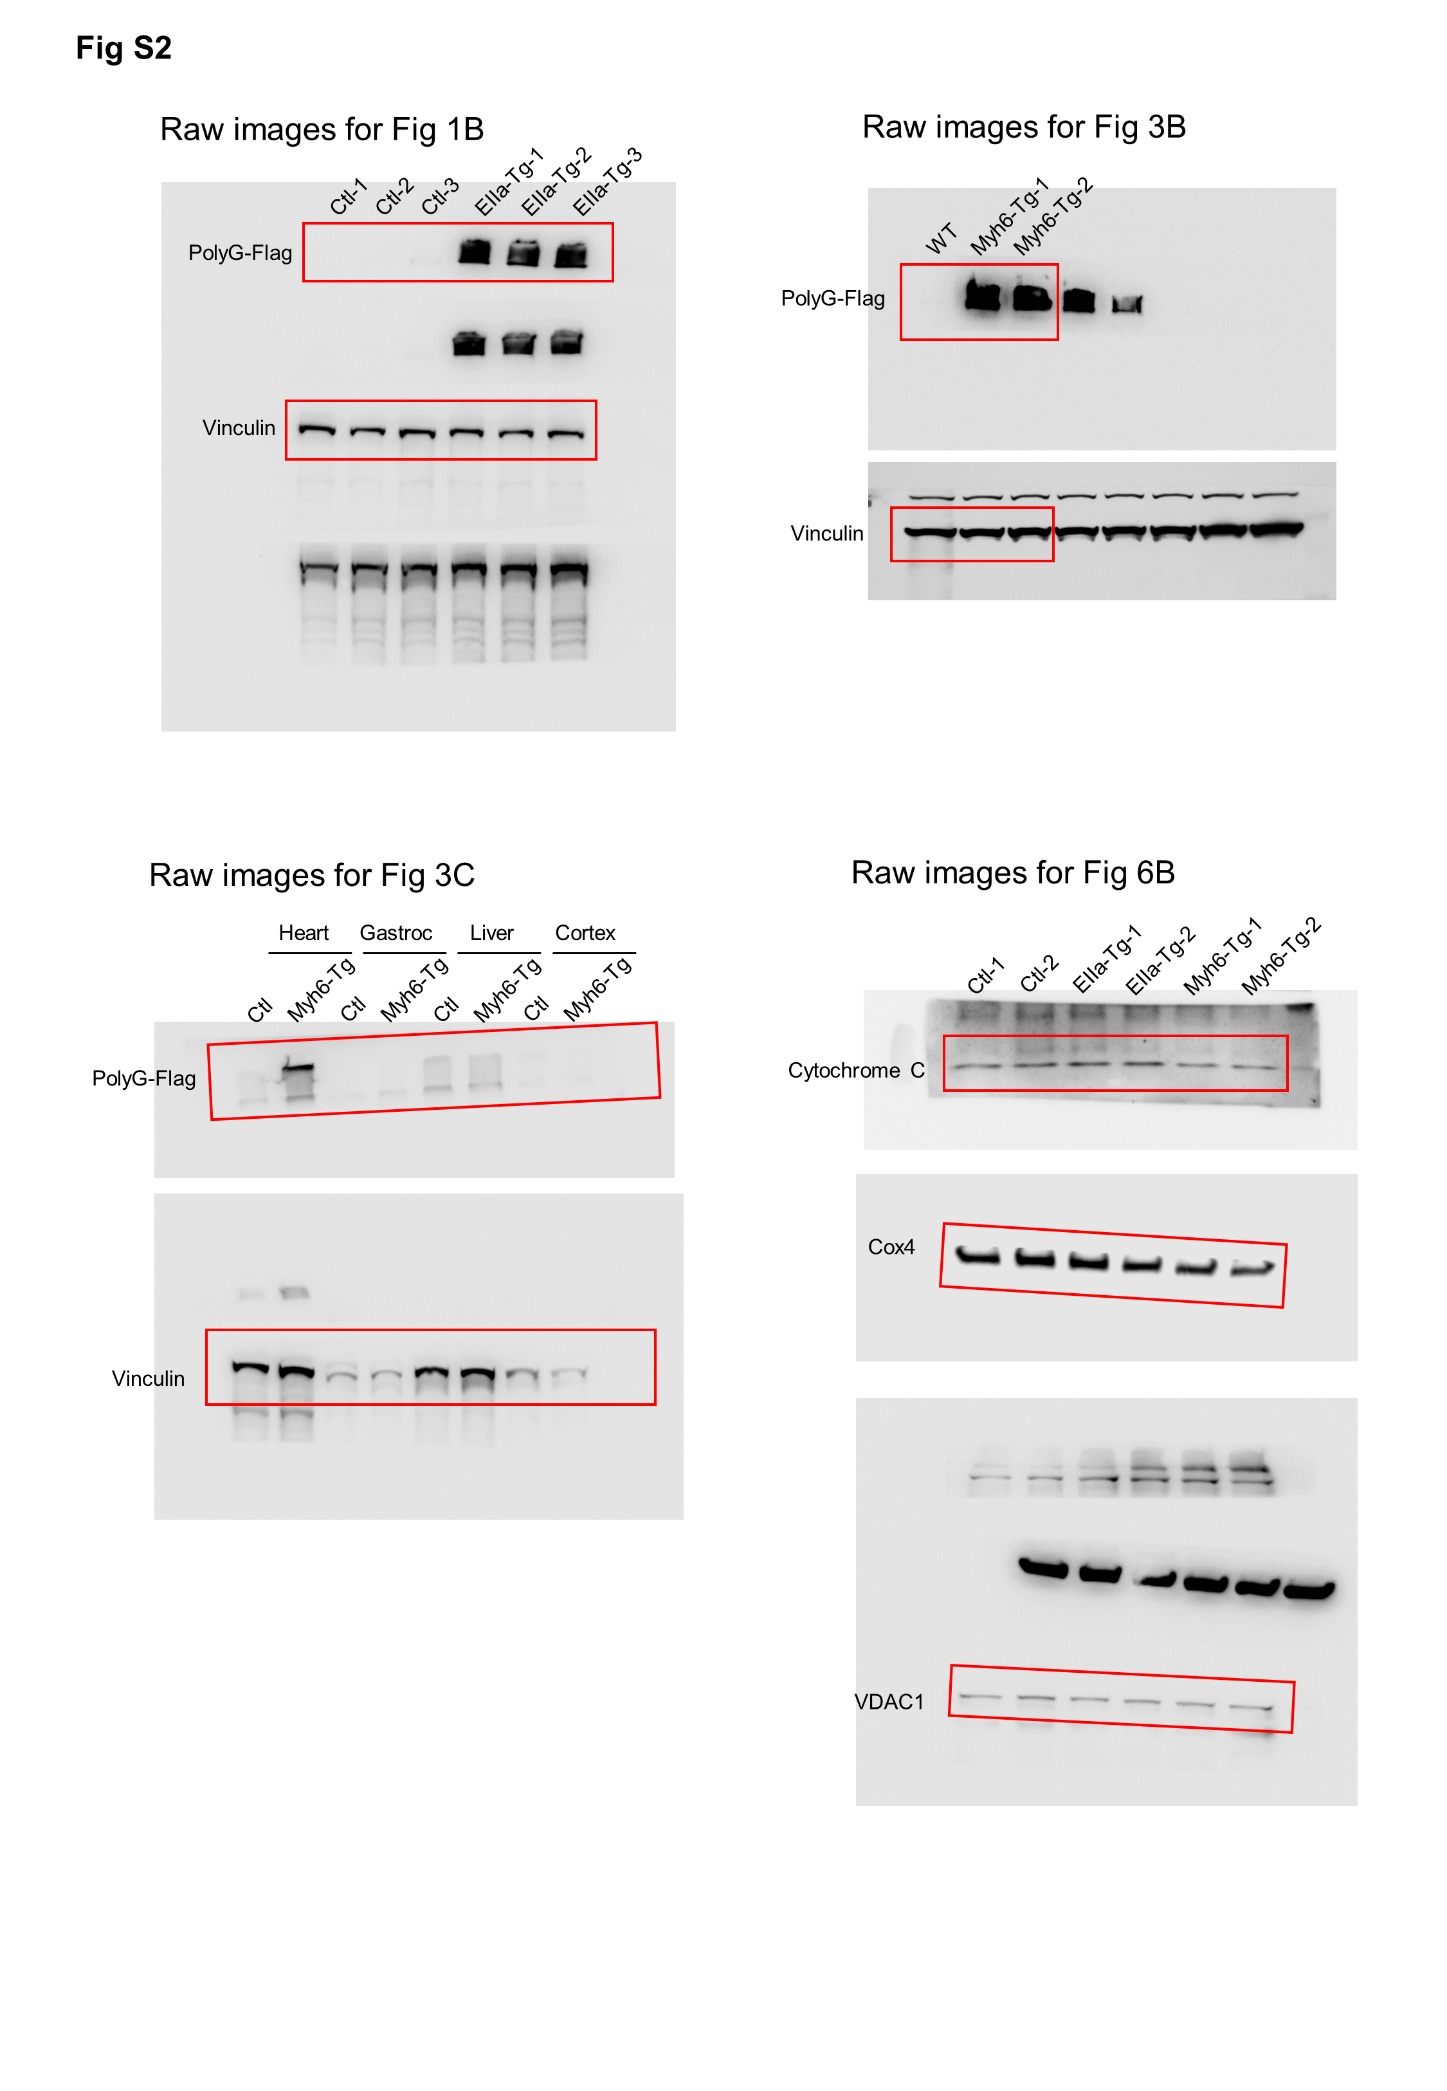

**Fig S2.** The full western blot images for figure 1B, 3B, 3C and 6B.

How the deposited data were processed for this re-analysis (not part of the article)

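Heart RNA of 12 mice was measured, 3 each of EIIa-ctl and EIIa-tg at postnatal day 30 and of Myh6-ctl and Myh6-tg at postnatal day 90. According to the paper, libraries were sequenced as paired-end reads on an Illumina NovaSeq and mapped to GRCm38 with Hisat2. The authors deposited a table of counts, which are whole numbers of reads per gene without normalization, and a table of FPKM values, which are fragments mapped, scaled to the length of the transcript and the number of fragments of the heart, as computed by the authors. The paper's text does not name the counting program or the annotation release. Of the 25171 loci in each table, 22022 have an identifier in GENCODE M21, which was used for positions and gene types, and 3135 are loci that the authors named NewGene, which took between 2.09% and 4.35% of the counts. For the genes in both, the counts and FPKM are the same as those in the paper's Table S1, which also lists the transgene NLC.

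Totals ranged from 38343106 to 50969834 counts per heart, and 3 counts, the floor used, correspond to 0.0589 to 0.0782 CPM. Intervals and floors cover counting error only. The 10 genes with the most counts took between 16.3% and 39.9% of a heart's total.

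Hearts were grouped by the model and genotype in their labels. The labels of EIIa-tg replicates 2 and 3 carry other genotype names than replicate 1, and these hearts were taken as EIIa-tg from their titles and Table S1. All tests were run in R 4.3.3. Genes were kept by filterByExpr of edgeR 4.0.16 with the group given, normalized by TMM and tested with glmQLFit and glmQLFTest in the 6 hearts of each comparison. Genes with an adjusted p under 0.01 and a log2 fold change of at least 1 in either direction were DEGs. The difference between models was tested in all 12 hearts with the same functions. Distances and principal components used log2 CPM with a prior count of 2. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with pre-ranked GSEA of fgsea 1.28.0, and by one-sided Fisher's exact test of the DEG lists against the genes tested. The 15 sets were written as lists of gene symbols before the data were examined, as were the main tests, the thresholds and most alternatives. Reactome pathways came with fgsea, and 6832 of their 7111 Entrez identifiers matched a gene of the tables. Pathways of 10 to 500 tested genes were used. Exact permutation tests of the mean log2 CPM of each set, and the table of set means under each scaling, were added after the camera results had been seen, as was, later, the exact test of same-numbered differences. Exchanging hearts between models also moves what controls and transgenic hearts of a model share, such as age, which the same-numbered differences leave out. All 15 sets were tested, and which of them are reported in most detail was chosen with those results in view. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

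Named genes were chosen by a rule written at the same time as the sets. It takes every gene that the paper names, the 13 mt- genes, a list of cardiac stress and fibrosis genes, genes that check labels and sex, the 4 DEGs with the largest rise and the 4 with the largest fall in each comparison with a mean of at least 5 CPM and no overlap between groups, and the 3 DEGs with the lowest adjusted p in each set reported. Values of 2 of these genes are not reported here. The Reactome pathways named are those with the lowest p.

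Alternatives were DESeq2 1.42.0 with its size factors and filtering, RLE factors, no filter on low counts, a CPM of at least 1 in at least 3 samples, all 12 samples in one fit, the replicate number as a block, removal of the mt- genes, an adjusted p under 0.05, glmTreat against a log2 fold change of 0.5, and limma on log2 FPKM with pseudocounts of 1 and 0.1 and with an FPKM of at least 0.5 in at least 3 samples or no filter. Each heart was left out in turn. Further alternatives chosen after seeing the data were leaving out NewGene loci, the bias-adjusted quasi-likelihood of edgeR, a covariate for Y-linked counts, and DESeq2 with limits on FPKM.

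The tests were tested on simulated data with 200 changed genes in each comparison. At the thresholds used, edgeR called 97% of them in the EIIa comparison with 1 false call and 66.5% in the Myh6 comparison with 5 false calls. DESeq2 called 99% with 11 false calls and 92% with 30 false calls. GO and KEGG terms, the qPCR, blot, echocardiography and patient data were not analysed here.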

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

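The tests of the Esr1 pattern and the fit without NewGene loci were chosen only after the result was seen. The other tests in this part were set before.

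A difference between the models was called for 99 genes, by a test of the difference itself. When the model labels were exchanged within replicate numbers, 6 of the 32 assignments, the real one included, gave as many genes, and the highest number was 889. The assignments that kept the 3 transgenic hearts of each model together gave between 75 and 889 genes, and the others at most 2. In the former, any difference between the models that controls and transgenic hearts share, such as age, enters the contrast, so that these exchanges do not show how many genes chance would give, and chance is not excluded. With all hearts thinned to 38343106 counts, 112 genes were called, so that the difference in depth did not account for the number.

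Genes named by rule were among the 99. Their difference in log2 fold change, Myh6-tg minus EIIa-tg, was -3.73 for Ccl2, -2.24 for Cox7a1, 4.62 for Cthrc1, -1.85 for Eci1, -10.23 for Esr1, -3.63 for Kcnv2, 3.82 for Lox and 1.86 for Thbs2. Of these, Ccl2 changed in opposite directions in the models, higher by 1.71 in EIIa-tg hearts and lower by -2.02 in Myh6-tg hearts, and Esr1 changed by 0.29 in EIIa-tg hearts, a value that ranged from -0.0094 to 0.80 as hearts were left out. The others changed in the same direction in both models on counts, and Eci1 in EIIa-tg hearts turned from -0.16 to 0.028 on log2 FPKM. The median of all genes in EIIa-tg hearts was higher than that, at 0.16 on log2(FPKM + 1). The models differ in the tissue that expresses the transgene, in the start of expression and in age, and controls of the models also differ in age and injection. Every Myh6-tg heart received tamoxifen, every Myh6-ctl heart oil alone and the EIIa hearts neither, so that tamoxifen goes together with the transgene in Myh6-tg hearts. Which of these a difference follows was not tested, and no biological explanation is offered for single genes.

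Esr1 drew attention as a gene that the paper does not discuss, with a log2 fold change of -9.94 in Myh6-tg hearts, higher in the controls. The lowest Myh6-ctl heart had 863-fold the CPM of the highest EIIa heart, which goes against the mouse's own Esr1 gene at the level that hearts without the driver express it. Its log2 fold change minus that of Myh6 itself was -7.35, so a fall in the activity of the Myh6 promoter, as far as the gene Myh6 shows it, does not account for the fall in Esr1. Exchanged labels of control and transgenic hearts were tested with the paper's counts of the transgene, which are above every Myh6-ctl heart in 3 of 3 Myh6-tg hearts. A lack of Cre activity in the Myh6-tg hearts was also considered, since Cre removes the stop sequence that precedes the transgene. The same counts cannot decide it, because the Myh6-ctl hearts, given oil alone, also had 20394 to 21551 of them. At the level of protein, the paper's blots and staining found polyG in Myh6-tg hearts and none in controls, which argues against it for the hearts so examined. The paper does not state whether these were the sequenced hearts. None of the explanations tested was shown to account for the pattern.

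Among the Myh6-tg DEGs, 33 are NewGene loci, which the paper does not report. Leaving these loci out of the table, an alternative chosen after seeing the data, also gave 608 DEGs, all of them then annotated genes. No explanation for the NewGene loci was tested.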

How the results depend on the processing

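The alternatives with NewGene loci left out, with the bias-adjusted quasi-likelihood, with the Y-linked covariate and with limits on FPKM were chosen after seeing the data. The cause of the changes below was not tested.

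DESeq2 in place of edgeR gave 828 DEGs in EIIa-tg hearts (0 with edgeR, 5204 genes at an unadjusted p under 0.05), 2135 in Myh6-tg hearts (608 with edgeR), 613 that differed between models (99) and 348 shared (0). DESeq2 without NewGene loci gave 714, 1956, 577 and 313. With an FPKM of at least 1 in every control it gave 397, 1482 and 204 shared, and in every sample of either group 520, 1650 and 241 shared. Without a filter on low counts edgeR gave 344 in EIIa-tg hearts, 164 between models and 83 shared. An adjusted p under 0.05 gave 883, 2005, 520 and 330. The bias-adjusted quasi-likelihood gave 1 in EIIa-tg hearts and 150 between models. In Myh6-tg hearts, all 12 samples in one fit gave 1857, the replicate block 969, glmTreat 245, log2(FPKM + 1) 1257, log2(FPKM + 0.1) 1380, and the Y-linked covariate 1249. Between models, glmTreat gave 30 and log2(FPKM + 1) without a filter 54. RLE factors, the CPM filter and removal of the mt- genes left the 4 numbers within 1.5 times of those reported.

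Across the fits that each left out a heart, EIIa-tg DEGs ranged from 0 to 921, Myh6-tg DEGs from 26 to 1690, DEGs that differ between models from 11 to 541 and shared DEGs from 0 to 150. The ratio of Myh6-tg to EIIa-tg DEGs has no value with edgeR. It was 2.58 with DESeq2, 2.54 without a filter, 2.27 at an adjusted p under 0.05, 2.74, 3.73 and 3.17 with the added DESeq2 settings, and 0.66 without EIIa-tg replicate 2. With 1 EIIa-tg DEG it was 608 without EIIa-tg replicate 3 and 797 with the bias-adjusted quasi-likelihood. Thinned to 38343106 counts per heart, the data gave 0 EIIa-tg DEGs (825 with DESeq2), and transcripts under 0.0589 to 0.0782 CPM could not be seen at this depth.

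In the 4 splits of the EIIa hearts that part every same-numbered pair, all 4, the real one included, gave at least the 0 DEGs of the real split, which had 2527 genes at an adjusted p under 0.05 where the others had 0 or 1. In the Myh6 hearts 1 of 4, the real split, gave as many DEGs as 608, and the others gave 0. As many gene sets as the real split's 13 were given by 2 of 4 splits in EIIa hearts and 3 of 4 in Myh6 hearts, where any set counts, whichever it is and whichever way it changed. The other 6 splits part 1 pair each. With 4 splits no share under 0.05 is possible.

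With the inter-gene correlation estimated for each set, 0 sets in EIIa-tg and 0 in Myh6-tg hearts had an adjusted p under 0.05, against 13 and 13, and 0 had an unadjusted p under 0.05 (smallest 0.0876 and 0.0542). The adjusted p became 0.419 for the immune, extracellular matrix, nuclear respiratory chain and mitochondrially encoded sets in EIIa-tg hearts. It became 0.253 in Myh6-tg hearts for those sets other than the immune set and for the assembly factors, TCA cycle, fatty acid oxidation, and ion channels and pumps. For the difference between models it became 0.302 for nuclear respiratory chain genes and ion channels, 0.220 for mitochondrially encoded and extracellular matrix genes, and 0.171 for immune genes. Ion channels and pumps in EIIa-tg hearts reached 0.00989 with the CPM filter and 0.00416 with pre-ranked GSEA. With hearts left out, their adjusted p ranged from 0.0209 to 0.173 in EIIa-tg hearts, from 0.000500 to 0.0975 in Myh6-tg hearts and from 0.000918 to 0.157 between models. Some set means changed sign. Ion channels and pumps in EIIa-tg hearts had 0.23 with DESeq2, 0.05 on the mean log2 CPM of each heart and up to 0.09 with a heart left out. Sarcomere genes in Myh6-tg hearts had -0.07 with the CPM filter, -0.14 on the mean log2 CPM of each heart and -0.36 without Myh6-tg replicate 1 (adjusted p = 0.000969), and between models -0.02 with the replicate block, -0.05 on the mean log2 CPM and -0.18 without that heart. On log2 FPKM sarcomere genes in EIIa-tg hearts had 0.06 to 0.07. The median of all genes was 0.16 on log2(FPKM + 1), 0.20 on log2(FPKM + 0.1) and 0.080 on log2(FPKM + 1) without a filter. Relative to these medians the sarcomere genes had -0.10, -0.13 and -0.0055, the same sign as on counts. Immune genes in Myh6-tg hearts had 0.22, 0.27 and 0.13 on log2(FPKM + 1), on log2(FPKM + 0.1) and on log2(FPKM + 1) without a filter, where the median of all genes was 0.34, 0.43 and 0.14. Relative to that median they had -0.12, -0.16 and -0.0032. The exact test of same-numbered differences between models, chosen after seeing the data, gave p = 0.1, the smallest possible, for every set but extracellular matrix genes (0.2) and sarcomere genes (p = 1).

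Over-representation in the Myh6-tg DEGs passed for 2 sets, for 15 with DESeq2, 14 with the Table S1 list, 10 with the replicate block, 1 among higher DEGs and 2 among lower DEGs, which were fatty acid oxidation (adjusted p = 3.02e-15) and the assembly factors (5 against 0.944 expected, adjusted p = 0.0182). In the Myh6-tg-specific DEGs the numbers were 2, 12, 13, 10, 1 and 2. The exact p of the Myh6-tg distance was 0.00455 in all 8 settings, the smallest possible.

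Of 2585 combinations of a named gene and a setting, 2269 kept direction and side of the threshold, 145 became weaker, 160 stronger and 11 reversed. Eci1 in EIIa-tg hearts reversed to 0.028 and Vdac1 to 0.0097 on log2(FPKM + 1), with and without a filter, and on log2(FPKM + 0.1). The median of all genes in these settings was 0.16, 0.080 and 0.20, against 0.016 on counts. Both genes therefore stayed below the median, as on counts. Myh7 in Myh6-tg hearts reversed from 0.60 to -0.45 with the replicate block and -0.46 with the Y-linked covariate, and ranged from -1.40 to 1.07 with hearts left out. Actb in EIIa-tg hearts ranged from -0.027 to 0.18 and Esr1 from -0.0094 to 0.80.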

Differences from the paper's values

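All the DESeq2 settings below that leave out NewGene loci, with or without a limit on FPKM, the Y-linked covariate and the bias-adjusted quasi-likelihood were chosen after seeing the values. Where the other alternatives are said to differ, those set before the data were examined are meant.

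The paper reports 409 DEGs in EIIa-tg hearts, and edgeR gave 0 (5204 genes at an unadjusted p under 0.05). Of the alternatives set before the data were examined, no filter on low counts gave 344, within the range taken as no difference, and the others did not, among them DESeq2 with 828 and an adjusted p under 0.05 with 883. For the paper's 213 higher genes edgeR gave 0 and no filter gave 270, which did not differ. For the paper's 196 lower genes edgeR gave 0 and DESeq2 gave 270, which did not differ, while the other alternatives did.

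The paper reports 1496 DEGs in Myh6-tg hearts, and edgeR gave 608. DESeq2 gave 2135, all 12 samples in one fit 1857, an adjusted p under 0.05 2005, log2(FPKM + 1) 1257, log2(FPKM + 0.1) 1380 and leaving out Myh6-tg replicate 1 1690, none of which differed by the criterion, while RLE factors, the low-count filters, the replicate block, removal of the mt- genes, glmTreat, log2(FPKM + 1) without a filter and leaving out any other heart did. For the paper's 536 higher genes edgeR gave 294, and no filter (412), all 12 samples (750), the replicate block (418) and leaving out Myh6-tg replicate 1 (718) did not differ, while the others did. For the paper's 960 lower genes edgeR gave 314, and DESeq2 (1238), all 12 samples (1107), an adjusted p under 0.05 (1139) and leaving out Myh6-tg replicate 1 (972) did not differ, while the others did.

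By the paper's Table S1, 213 DEGs are shared, and edgeR gave 0. Of the alternatives set before the data were examined, leaving out EIIa-tg replicate 2 gave 150, which did not differ, and the others did, among them DESeq2 with 348 and an adjusted p under 0.05 with 330. The paper's list holds 196 genes for EIIa-tg hearts alone, against 0 with edgeR and 261 without a filter, the only one of those alternatives that did not differ. It holds 1283 genes for Myh6-tg hearts alone, against 608 with edgeR. Here DESeq2 (1787), all 12 samples (1857), the replicate block (969), an adjusted p under 0.05 (1675), log2(FPKM + 1) (1257), log2(FPKM + 0.1) (1380) and leaving out Myh6-tg replicate 1 (1690) did not differ, and the others did.

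DESeq2 without NewGene loci and with an FPKM of at least 1 in every control, chosen after seeing the values, gave 397 DEGs in EIIa-tg hearts (208 higher, 189 lower), 1482 in Myh6-tg hearts (536 higher, 946 lower), 204 shared, 193 for EIIa-tg alone and 1278 for Myh6-tg alone. With the limit on every sample of either group, chosen in the same way, the numbers were 520 (331 higher, 189 lower), 1650 (704 higher, 946 lower), 241, 279 and 1409, of which all but the 331 did not differ from the paper's. Other settings chosen after seeing the values also gave numbers that did not differ. DESeq2 without NewGene loci and with no limit gave 233 lower genes in EIIa-tg hearts, 1956 DEGs and 1131 lower genes in Myh6-tg hearts, 313 shared and 1643 for Myh6-tg alone. The Y-linked covariate gave 1249 DEGs in Myh6-tg hearts (552 higher, 697 lower), all 1249 for Myh6-tg alone, and the bias-adjusted quasi-likelihood gave 364 higher genes there.

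The paper states a ratio of Myh6-tg to EIIa-tg DEGs above that found with DESeq2, which was 2.58, and edgeR gave no ratio. The settings chosen after seeing the values gave 2.74 without NewGene loci, 3.73 with the limit on control FPKM and 3.17 with the limit on either group. Cox4i1, Cyc1 and Cox5a are among the genes that the paper selected from the DEGs. In Myh6-tg hearts edgeR gave adjusted p-values of 0.0404, 0.0276 and 0.0535. DESeq2, with or without NewGene loci, and all 12 samples in one fit called all 3, an adjusted p under 0.05 called Cox4i1 and Cyc1, and the replicate block and leaving out Myh6-tg replicate 1 called Cyc1. The paper's qPCR, which is another assay, had lower Cox4 in both models. By RNA-seq the adjusted p in EIIa-tg hearts was 0.360 for Cox4i1.

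The paper finds immune terms enriched among all EIIa-tg DEGs and those unique to EIIa-tg mice. The edgeR lists were empty, and the DESeq2 lists gave the immune set adjusted p-values of 3.86e-20 and 3.66e-19. The paper finds ion transport and the extracellular and mitochondrial matrix enriched among shared DEGs. The edgeR list was empty. The DESeq2 list gave an adjusted p of 0.0045 for extracellular matrix genes and 0.0872 for ion channels and pumps, and the Table S1 lists 0.173 and 0.0706. The paper finds mitochondrial terms enriched among Myh6-tg DEGs. With edgeR fatty acid oxidation passed (adjusted p = 4.09e-12) and nuclear respiratory chain genes did not (adjusted p = 0.653). The latter passed with DESeq2 (2.15e-29), the replicate block (9.50e-11) and the Table S1 list (5.16e-23).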

Other observations

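The tests of the limit on FPKM in Table S1 and of the Y-linked counts were chosen only after the result was seen. The exact permutation test of the set mean was added after the camera results had been seen. The other tests in this part were set before.

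Table S1 lists no gene with an FPKM under 1 in a control heart of its comparison, and the paper's text does not name such a limit. The limit was found by searching the listed values. Of 1879 DESeq2 calls on annotated genes with an FPKM of at least 1 in every control heart, Table S1 lists 1869. Of 791 calls with a control heart under 1 it lists 0. A limit on either group was tested with the 291 calls at 1 or more in every transgenic but not every control heart, of which it lists 0. A limit on control FPKM is therefore a candidate explanation for the genes that Table S1 lists, as a hypothesis found and tested on the same values. Such a limit leaves out genes that are off in controls and rise, and 273 of the 317 EIIa-tg calls and 289 of the 474 Myh6-tg calls under it were higher. Of the 51 immune genes that DESeq2 called in EIIa-tg hearts, 20 fall under it.

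More DEGs were found in Myh6-tg than in EIIa-tg hearts with edgeR. A difference in depth was tested by thinning all hearts to 38343106 counts, which gave 611 Myh6-tg DEGs and 0 EIIa-tg DEGs (825 EIIa-tg genes with DESeq2). Spread between replicates was tested by the biological coefficient of variation, which was 0.359 in the Myh6 comparison and 0.209 in the EIIa comparison, so that the comparison with more DEGs had more spread. On simulated data with the same number of hearts, edgeR made calls in both comparisons. The simulated changes all exceeded the fold change limit, so these calls do not show how many real changes were missed.

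Nuclear respiratory chain genes were lower in Myh6-tg hearts, where the mt- genes took a smaller share of the counts. With the mt- genes removed before normalization, the mean log2 fold change of the set was -1.13, against -1.10 with them kept. A smaller share of mt- genes would raise other genes rather than lower them. The removal therefore shows only that the fall does not depend on counting the mt- genes. Random lists of genes matched in length had a median of 0.047, and lists matched in GC content 0.12, and 0 of 10000 lists of either kind had a mean as low. The lists matched in length and in GC content leave a lower level of these transcripts in Myh6-tg hearts as a hypothesis. The real groups gave the largest difference in the mean of this set, with an exact permutation p of 0.1, the smallest that 3 hearts against 3 allow, so that chance is not excluded. Reads shared with pseudogenes were not tested. The median CPM of heart markers was also lower in Myh6-tg than in Myh6-ctl hearts, while sarcomere genes had a mean log2 fold change of 0.16, of unstable sign. The lists matched in length and in GC content do not show whether the fall is particular to respiratory chain genes.

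The labels' extraction text names brain as the tissue. The highest median CPM of brain markers over the 12 samples was 3.64, and that of heart markers lay between 920 and 4245. The Myh6-tg hearts had the lowest medians of heart markers (2010, 1153 and 920), against 3123 to 3872 in Myh6-ctl hearts. What lowered them was not tested. RNA from blood left in the tissue was tested as a source of immune transcripts. The median log2 fold change of red cell genes was -1.91 in EIIa-tg and -1.23 in Myh6-tg hearts, the reverse of what more blood would give. In Myh6-tg hearts the immune set itself was not higher (mean log2 fold change -0.19). Infiltrating cells were not tested.

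Y-linked genes had counts in replicate 1 of each group. A mix of male and female tissue in replicates 2 and 3 was tested by their highest sum of Y-linked counts, which was 0.0473% of the lowest sum in a replicate 1. Sex was not tested as a biological explanation, since each group has a single heart with Y-linked counts.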
